# High-throughput and site-specific identification of 2′-*O*-methylation sites using ribose oxidation sequencing (RibOxi-seq)

**DOI:** 10.1261/rna.061549.117

**Published:** 2017-08

**Authors:** Yinzhou Zhu, Stephan P. Pirnie, Gordon G. Carmichael

**Keywords:** 2′-*O*-methylation, RNA editing, RNA modification, ribosomal RNA

## Abstract

Ribose methylation (2′-*O*-methylation, 2′-*O*Me) occurs at high frequencies in rRNAs and other small RNAs and is carried out using a shared mechanism across eukaryotes and archaea. As RNA modifications are important for ribosome maturation, and alterations in these modifications are associated with cellular defects and diseases, it is important to characterize the landscape of 2′-*O*-methylation. Here we report the development of a highly sensitive and accurate method for ribose methylation detection using next-generation sequencing. A key feature of this method is the generation of RNA fragments with random 3′-ends, followed by periodate oxidation of all molecules terminating in 2′,3′-OH groups. This allows only RNAs harboring 2′-OMe groups at their 3′-ends to be sequenced. Although currently requiring microgram amounts of starting material, this method is robust for the analysis of rRNAs even at low sequencing depth.

## INTRODUCTION

A great majority of 2′-*O*-methylations are directed by Box C/D snoRNAs, noncoding RNAs that guide the modification of target sites via complementary RNA sequences. In humans, snoRNAs are assembled into snoRNP particles, containing the conserved core proteins NOP56, NOP58, fibrillarin (the catalytic component), and 15.5K (Tycowski et al. 1996; Filipowicz and Pogači 2002; Watkins and Bohnsack 2012). 2′-*O*-methylation has been extensively studied for a number of years with the goal of establishing functional and mechanistic links between this modification with specific biological pathways. Early studies demonstrated that 2′-*O*-methylations on rRNAs are indispensable for ribosome biogenesis (Tollervey et al. 1993); 2′-*O*-methylation has also been shown to be present on tRNAs and has been implicated to be crucial in translational circuitries (Satoh et al. 2000; Guy et al. 2015). A substantial portion of known methylated sites in rRNA lie in close proximity to ribosome functional sites such as regions around the peptidyl transfer center, suggesting the potential involvement of such modifications in rRNA folding, stability, and translation (Decatur and Fournier 2002). Ribose methylated bases are also found at mRNA caps and are involved in host pathogen responses (Daffis et al. 2010; Rimbach et al. 2015). Recent evidence indicates that in addition to being associated with the 5′ cap, mRNAs might potentially possess internal 2′-*O*-methylated sites (Lee et al. 2016).

The list of known 2′-*O*-methylation sites is frequently updated, as experimental techniques evolve and mature. However, until recently, a major hurdle in obtaining a more complete profile of the 2′-*O*-methylation landscape has been the lack of an efficient and reliable modification-specific and high-throughput detection method. Methylation sites have traditionally been mapped using targeted approaches including primer extension under limiting dNTP concentrations, where reverse transcriptase stalls when encountering a methylation site, or resistance to RNaseH digestion when synthesized DNA oligos are introduced (Yu et al. 1997; Maden 2001). Primer extension experiments are particularly prone to false positives for detecting 2′-*O*-methyl sites due to nonspecific polymerase pausing or secondary structure-induced pausing, and more laborious mass spectrometry is required to confirm the detection (Qiu and McCloskey 1999). Primer extension is also not suitable for de novo site detection and high-throughput screening, because the base position needs to be known for primer design. This makes primer extension most useful only as a confirmation tool. This method has, however, as described in RIM-seq and 2OMe-seq, recently been adapted for high-throughput detection of ribose methylation sites by combining random priming with next-generation sequencing (Incarnato et al. 2016; Jorjani et al. 2016). This study identified over 400 sites, almost 300 more than what have been curated in human rRNAs (Lestrade and Weber 2006). It is unclear, however, how many of the novel sites are true positives, owing to an inherent high false-positive rate of primer extension. Although potential matches to BoxC/D snoRNAs were bioinformatically identified for some of the novel sites found in the study, methylation was not confirmed, because there are known snoRNAs that interact with targets without guiding the deposition of methyl on ribose (Cavaillé and Bachellerie 1998; Lafontaine 2015). Furthermore, non-RNA-guided 2′-*O*-methylation has been reported in mice and it is possible that other mammals may share this feature (Kirino and Mourelatos 2007). As a consequence, these sites might not accurately represent the methylation pattern until they are further validated.

Ribometh-seq, another high-throughput method aimed at detecting 2′-*O*-methylation sites, has surfaced recently and utilizes the property of resistance to alkaline hydrolysis of ribose methylated bases. Thus, by randomly hydrolyzing RNA and performing next-generation sequencing at very high depth, there should be uniform coverage of 3′-end positions across regions of interest except at positions of 2′-*O*-methylation. This method overall has much better specificity and accuracy, as it has successfully detected about the same number of sites in rRNAs as have been annotated. Several novel sites were also validated by mass spectrometry (Krogh et al. 2016). However, the method relies heavily on negative rather than positive signals. In addition, the requirement for high read depth and coverage makes such studies costly, and the method can also suffer from high background noise due to resistance to alkaline hydrolysis of highly structured regions (Marchand et al. 2017). In order to address these issues, we have developed a 2′-*O*-methyl ribose-specific, high-throughput method, which relies on positive rather than negative signals, to detect 2′-*O*-methylation sites.

## RESULTS AND DISCUSSION

### Key principles of RibOxi-seq

The key feature of the RibOxi-seq method is the preparation of fragmented RNAs containing 3′-ends that are either unmethylated or 2′-*O*-methylated. Then, an oxidation step renders the nonmethylated ends incapable of ligation to linkers used for high-throughput library construction. After sequencing, the reads are aligned to a reference genome and only positions of the 3′-ends of aligned fragments are counted and displayed for each base position. The count data for oxidized and nonoxidized samples are then normalized, compared, and analyzed using DESeq2 for single-base resolution methylation site determination (Figs. 1, 2). The major difference between our method and currently available methods is its specificity and its reliance on positive rather than negative signals. In the RibOxi-seq method, the 2′ and 3′ hydroxyls of non-2′-*O*-methylated riboses are converted into dialdehydes using sodium periodate (NaIO_4_), thus preventing them from being ligated to linkers for sequencing library construction (Fig. 3A). Before this critical step, however, it is important to ensure that all possible 3′-ends are represented in the samples to be analyzed. While in theory this can be achieved simply by randomly digesting total RNA to generate small fragments, currently available methods do not readily expose 2′-*O*-methylated 3′-ends because 2′-*O*-methylated bases are resistant to nuclease or alkaline cleavage (Maden et al. 1995; Maden 2001). In the RibOxi-seq method, we use Benzonase nuclease for the first step of RNA degradation. The advantage of this step over alkaline hydrolysis is that Benzonase leaves 3′-ends that lack phosphates, thus eliminating an extra dephosphorylation step. However, like other nucleases, Benzonase is not able to cleave 5′–3′ phosphodiester bonds of 2′-*O*-methylated bases (Supplemental Fig. S1). As a consequence, the nearest possible position for a 2′-*O*-methylated base is one base upstream of the original 3′-end of an RNA fragment (Fig. 1). Thus, an additional step is required to remove at least one base from 3′-ends to expose methylated bases before final oxidation can be effective (Fig. 3B). Alefelder et al. (1998) used β-elimination to chemically remove oxidized RNA terminal oligonucleotides for the purpose of studying RNA oligonucleotide structure. We adapted their chemical reactions such that we first fragment RNAs to produce ends containing 2′,3′-OH groups. These are oxidized using NaIO_4_, and β-elimination is then carried out under alkaline conditions to remove the terminal oxidized RNA nucleotide, resulting in mixtures of RNA with either 2′-*O*-methylated or nonmethylated bases at their 3′-ends (Fig. 3B). After this step, terminal 2′-*O*-methylated bases possess 3′-phosphates, while nonmethylated bases have a mixture of cyclic-phosphates, 3′-phosphates, and 2′-phosphates. Like 2′-*O*-methylated bases, the 2′-phosphate and cyclic-phosphates on nonmethylated bases render these ends resistant to subsequent oxidation. Most available phosphatases, such as calf intestine alkaline phosphatase, are only active in removing 3′-phosphates. If used, nonmethylated bases with 2′-phosphates will survive the oxidation step and generate false-positive signals in sequencing. To prevent this phenomenon, T4 polynucleotide kinase (T4 PNK) is used. Although less efficient than other widely used phosphatases, the advantage is that this enzyme nevertheless is capable of removing all three types of phosphates under acidic conditions in the absence of ATP (Das and Shuman 2013). It has been shown that T4 PNK's phosphatase activity is sufficient to remove the majority of the phosphates in <40 min at 37**°**C (Honda et al. 2016). Since RNA fragments with phosphates can generate bias in subsequent steps, we have increased enzyme concentration and extended incubation time to 4 h. With proper end treatment, the mixtures generated after β-elimination and T4 PNK treatment contain fragments with ends of either 2′,3′-OH or 2′-OMe,3′-OH. The subsequent round of NaIO_4_ oxidation thus enriches 2′-*O*-methylated ends as only these fragments remain intact and are available for subsequent 3′-linker ligation and sequencing library construction.

**FIGURE 1.**
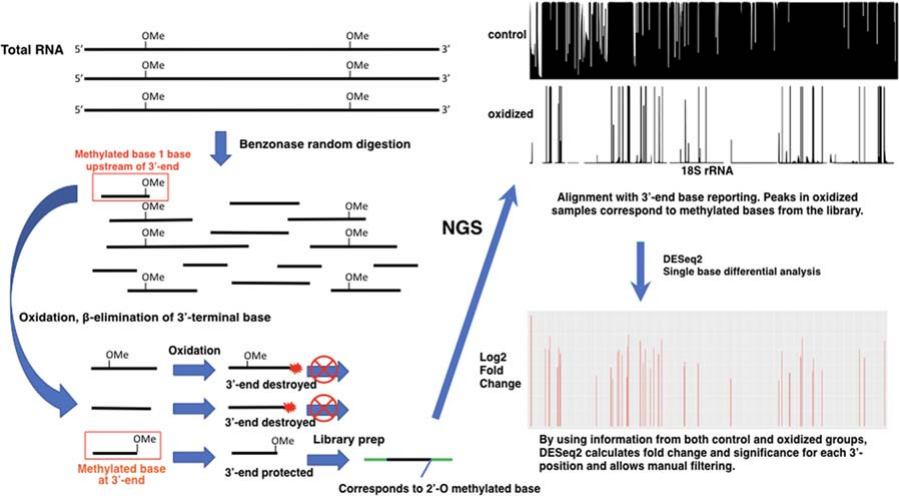
Work flow of the RibOxi-seq method. As shown on the *left*, rRNAs are digested randomly with Benzonase to generate RNA fragments that have 2′,3′-OH ends. Because the fragments are relatively small, some of those containing 2′-OMe will have methylated bases near their 3′-ends. β-Elimination is performed on the RNA fragments from the previous step to expose ribose methylated bases to the very 3′-ends. The resulting RNA pool is then oxidized so that fragments with methylated bases at the 3′-ends are protected. The fragments with ribose methylated bases at the 3′-end are available for linker ligation and are therefore enriched for RNA-seq library construction. After sequencing, data are processed and mapped to visualize the alignment of 3′-end bases to a reference genome in the UCSC Genome Browser (*top right*). The data are statistically analyzed using DESeq2 for enrichment, and significance for each base position is shown in the *bottom right*. (Boxed in red) Fragments susceptible to sequencing.

**FIGURE 2.**
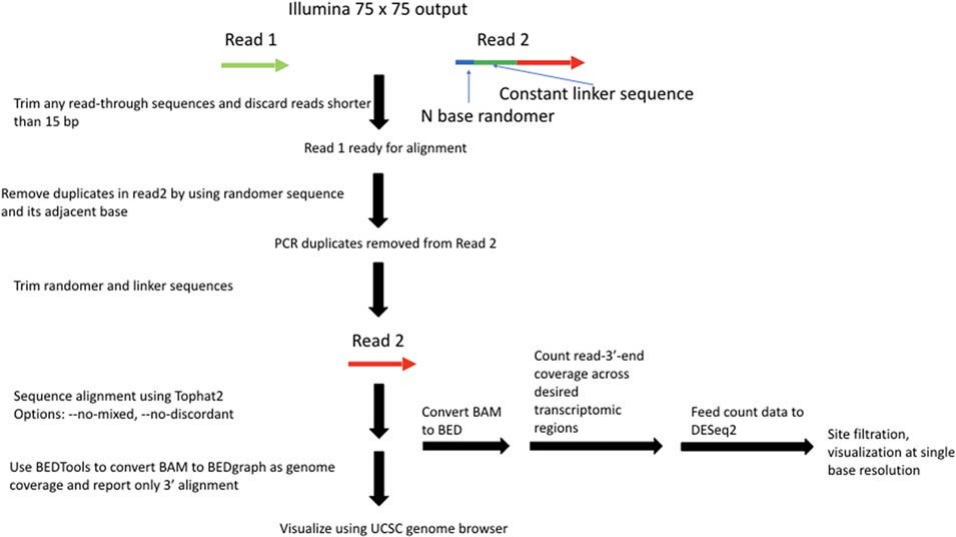
RibOxi-seq data processing and analysis pipeline.

**FIGURE 3.**
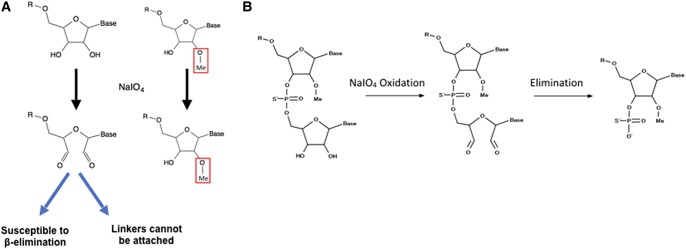
(*A*) Oxidation of RNA 3′-ends by sodium periodate (NaIO_4_). RNA fragments that are terminally methylated are protected from oxidation, while nonmethylated fragments will have their ends oxidized into dialdehyde, thus losing reactivity to ligation reactions. (*B*) To expose 2′-*O*-methylated bases at the 3′-terminus, at least one round of β-elimination is required. RNA fragments are first oxidized, then β-elimination catalyzes the leaving of 3′-terminal bases.

### RibOxi-seq accurately identifies annotated 2′-*O*-methylation sites within 18S and 28S rRNAs

RibOxi-seq was used to analyze total RNA from the human ovary teratoma-derived PA1 cell line. 

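The PA1 libraries sequenced on the NextSeq comprised 3 control and 3 oxidized libraries. Replicates 1 and 2 of each group came from cells at passage 6 and replicate 3 from cells at passage 4. In the oxidized libraries, fragments with a methylated 3′-end kept their reactivity to ligation. In the paper's protocol, control RNA was set aside after Benzonase digestion until linker ligation, without β-elimination, phosphate removal or oxidation. The control libraries therefore held ends as Benzonase left them, which by the paper's account do not lie at methylated bases. The authors deposited, for every position of 18S (1 to 1869) and 28S (0 to 5069), the count of sense alignments whose 3′-end lay there, without normalization. Before counting, they removed read-through sequence with cutadapt, collapsed PCR duplicates by the 6-base randomer together with adjoining RNA sequence, and aligned the reads with TopHat2. Total counts ranged from 72458614 to 80964624 in control libraries (median 75495510) and from 12293410 to 13694386 in oxidized libraries (median 13237673). In oxidized replicates 1, 2 and 3, 706, 704 and 713 positions had exactly 50 counts and 375, 392 and 382 had 51 to 60, whereas none had 40 to 49. Another 502, 483 and 460 positions had exactly 2 counts. A read was taken to stand for about 50 counts, which leaves the counts of 2 unexplained. At 50 counts per read, the control libraries held 1446780 to 1616856 reads and the oxidized libraries 245611 to 273603. A count of 0 allowed a level of up to 3 counts, which was 0.0371 to 0.0414 counts-per-million (CPM) in control and 0.219 to 0.244 in oxidized libraries, or, taken as 3 reads, 1.85 to 2.07 and 11.0 to 12.2 CPM. These limits cover counting error only. Control replicates 1 and 2 differed little beyond sampling noise (chi-square per degree of freedom 1.13, Spearman's rho across positions 0.99), whereas control replicates 1 and 3 differed far more (203 and 0.585). Oxidized replicates 2 and 3 had a chi-square per degree of freedom of 1.16, and oxidized replicate 1 differed more from them (11.7 and 11.2). Oxidized and control libraries were compared at the 6718 positions with at least 1 count, by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over 18S and 28S together, after TMM normalization.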

Site detection was filtered by a combination of log_2_ fold change and adjusted *P*-value from the DESeq2 output. 

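In hg19 (GRCh37), the 18S positions correspond to coordinates 109078 to 110946, and the 28S positions to 113348 to 118417, of the unplaced contig that carries 2 copies of each rRNA. The 18S rRNA is numbered from 1 and the 28S rRNA from 0 at its first base. Supplemental Table S1 lists 40 known sites in 18S and 66 in 28S. At 40 of the 18S sites and 64 of the 28S sites the reference has the listed base. The remaining 28S sites are A3719G and G4043U, where the listed base comes first, the position counts from 0 at the first base of 28S, and the reference base comes last. The coordinates given for 2 positions of that table lie 1 nt off the others. Neighbouring known sites are a median of 17 nt apart, and 2 pairs are direct neighbours.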

All site-annotations and numbering correspond to the hg19 reference genome. The lists of known sites we used were curated as previously described (Krogh et al. 2016). 

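Known sites took 95.2%, 94.8% and 95% of the counts in oxidized replicates 1, 2 and 3, against 0.36%, 0.39% and 0.73% in control replicates 1, 2 and 3. No position passed a log2 fold change of 7 and an adjusted P-value of 0.0001 together, since the smallest adjusted P-value was 4e-04 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). At an unadjusted P-value under 0.05, 2605 positions differed, 331 of them higher in oxidized libraries and 2274 lower. The log2 fold change alone was above 7 at 105 positions, of which 39 were known 18S sites, 59 known 28S sites and 7 not annotated. At an adjusted P-value under 0.05, 103 of these remained, with 38 known 18S sites, 59 known 28S sites and 6 other positions. Of all alternatives set before the data were examined that kept the P-value threshold of 0.0001, DESeq2's Wald test moved the count most, to 99 positions with 38 known 18S sites, 58 known 28S sites and 3 other positions. Every oxidized library had a higher share of counts than every control library at 99 known sites and at 111 positions in all, or 1.6% of positions. Chance alone would give 5%, which is no reference here. Known sites take most of the oxidized counts, which lowers the share of the other positions. Taking as many positions as there are known sites, those with the highest share of oxidized counts held 89 known sites.

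**Figure D1:**
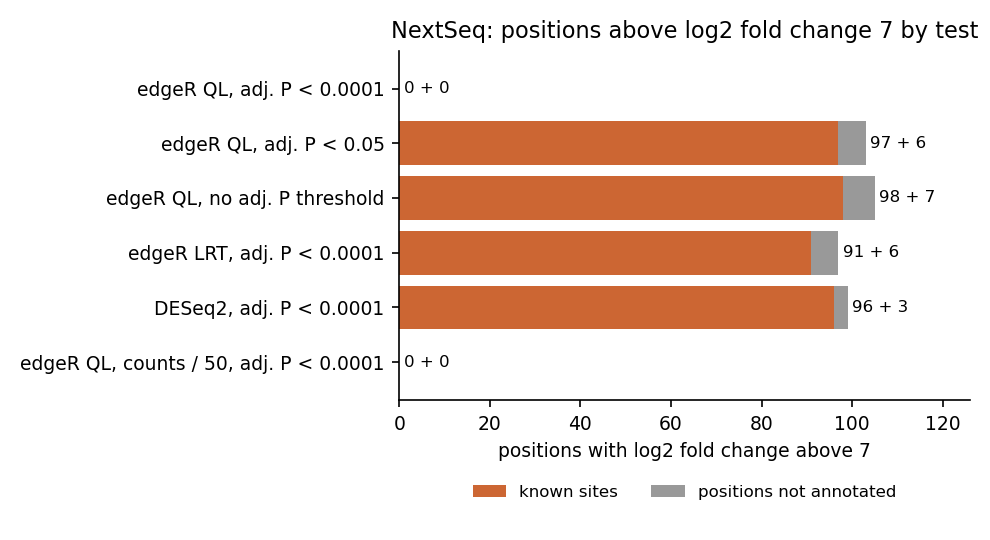
Number of positions above a log2 fold change of 7 in the NextSeq libraries (horizontal axis) under each test and adjusted P-value threshold (vertical axis). Each bar is labelled with known sites + positions not annotated. The quasi-likelihood test (QL) gave 0 positions at an adjusted P-value under 0.0001 and 103 under 0.05, and the likelihood ratio test (LRT) and DESeq2 gave 97 and 99.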

By applying a cutoff value of log_2_ fold change of >7 and adjusted *P*-value of <0.0001, 39 out of 40 known 18S sites and 60 out of 66 known 28S sites were detected with high confidence (Fig. 4; Supplemental Table S1). The filters were set to correspond to the known sites that have the lowest log_2_ fold changes and the highest *P*-values to allow maximum sensitivity (Supplemental Fig. S2). 

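The median log2 fold change of the known sites was 11.11, while that of all positions was -2.25. The scale moves with the normalization: with library totals alone, the medians became 6.8 and -6.26. Standard errors of log2 fold changes were back-calculated from the test statistic and are approximate. Among the known sites, 18S U121 had a log2 fold change of 14.87 (standard error 0.71, adjusted P = 4e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and 28S C4535 one of 12.77 (standard error 0.51, adjusted P = 4e-04 from the same edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). At 18S A27, no control library had any count and the oxidized libraries had 1364, 848 and 1426. Its share of counts was at least 2336-fold higher in oxidized libraries when the control is set to 3 counts, and at least 46.7-fold when set to 3 reads. Toward the lower end of the sites marked as detected in Supplemental Table S1, 28S C3807 had a log2 fold change of 7.27 (standard error 0.87) and 28S G3743 one of 6.87 (standard error 1.14). The largest adjusted P-value of a known site above a log2 fold change of 7 was 0.0512 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).

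**Figure D2:**
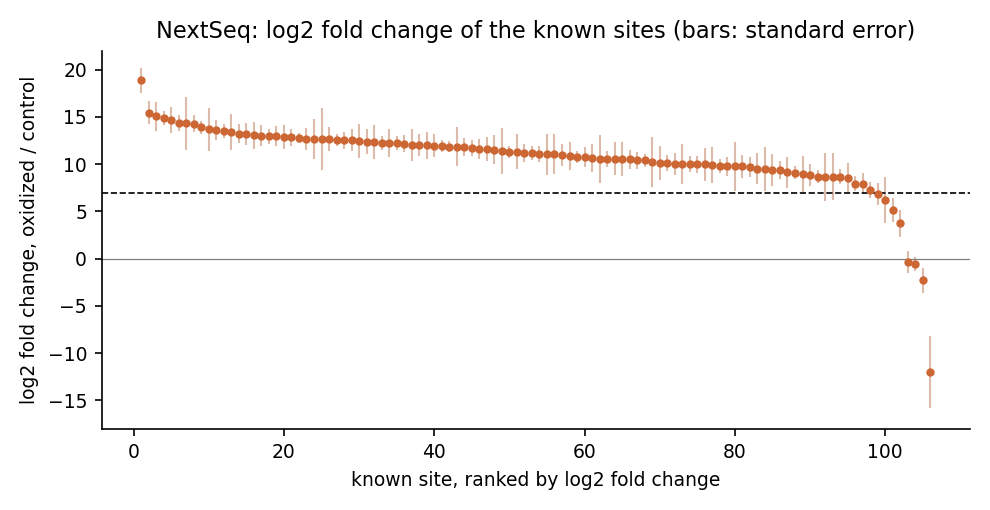
Log2 fold change of oxidized over control NextSeq libraries (vertical axis) at each known site ranked by that value (horizontal axis), with a dashed line at 7. Bars show the approximate standard error, back-calculated from the test statistic. The log2 fold change lies above the dashed line at 98 known sites and below 0 at the 4 lowest.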

The number of high confidence sites consisted of 93.3% known sites, which include sites newly found and MS validated by Krogh et al. (2016) using Ribometh-seq. 

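Of the 103 positions above a log2 fold change of 7 at an adjusted P-value under 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), 94.2% were known sites. Without an adjusted P-value threshold the share was 93.3% of 105 positions, and at a log2 fold change above 8 it was 96.0% of 99. With DESeq2's Wald test at an adjusted P-value under 0.0001, it was 97.0% of 99 positions. Ranked by log2 fold change, the first 50 positions were all known sites, and the first position not annotated stood at rank 57. As many top positions as there are known sites held 99 known sites.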

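18S U354, at coordinate 109431, had 4, 8 and 503 counts in control replicates 1, 2 and 3 and 728, 432 and 682 counts in oxidized replicates 1, 2 and 3. Its share was 2.27 ± 3.80 CPM (SD, n = 3) in control and 46.7 ± 10.3 (SD, n = 3) in oxidized libraries. That is a log2 fold change of 8.95 (standard error 2.07, adjusted P = 0.0359 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It was 12.81 when control replicate 3 was left out, and 8.39 at the lowest with any other library left out. 28S A1322, at coordinate 114670, had 2.21 ± 1.01 CPM (SD, n = 3) in control and 35.0 ± 9.66 (SD, n = 3) in oxidized libraries, a log2 fold change of 8.06 (standard error 0.86, adjusted P = 0.00471 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) that stayed between 7.83 and 8.27 with each library left out in turn. With DESeq2's Wald test, the adjusted P-values of U354 and A1322 were 2.64e-07 and 1.55e-46. A1322 lies 3 nt upstream of the known site A1325, and its oxidized counts were 2.29% ± 0.58 (SD, n = 3) of those at A1325. In the MiSeq libraries, the log2 fold change of U354 was 6.04 and that of A1322 was 7.52.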

Using such cutoffs, only three novel sites (18S: U354, 28S A1322, and A3717) were found. However, when filters were slightly relaxed to log_2_ fold change of >6 and adjusted *P*-value remained unchanged, eight total potential novel sites were identified (Table 1). Among these candidates, A3717, which displays both a very high log_2_ fold change (∼10) and a low adjusted *P*-value (∼1.5 × 10^−13^), in 28S was validated using a primer extension under restricted dNTP concentration (Fig. 5). 

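At a log2 fold change above 6 and an adjusted P-value under 0.05, 98 known sites and the 8 positions of Table 1 were found by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. At an adjusted P-value under 0.0001 none was found. Besides 18S U354, 28S A1322 and 28S A3717, the log2 fold change was 7.13 (standard error 1.2) at 28S A1323, 7.09 (standard error 0.93) at 18S A904, 7.04 (standard error 1.22) at 28S A1324, 6.44 (standard error 0.82) at 18S U1555 and 6.38 (standard error 0.74) at 28S G3885. Their adjusted P-values lay between 0.00742 and 0.0359 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). At 28S A1324, the base listed in Table 1 and the reference base differ (A1324C, with the listed base first and positions counted from 0 at the first base of 28S). The nearest known site lies within 3 nt of 5 of the 8 positions, or 62.5%, against 8.1% of all positions that are not annotated (one-sided permutation test, p = 3e-04, 10000 random draws). The draws took positions singly, while 28S A1322, A1323 and A1324 lie side by side near the known site A1325. The p-value takes them as independent and is too small.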

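28S A3717, at coordinate 117065 in the sequence CUGAAUGUCAAAGUGAAGAAA (coordinates 117055 to 117075), had 42874, 48606 and 53497 counts in oxidized replicates 1, 2 and 3. In control replicates 1, 2 and 3 it had 150, 300 and 9058 counts. Its share of counts was 3700 ± 400 CPM (SD, n = 3) in oxidized and 41.9 ± 67.6 CPM (SD, n = 3) in control libraries. The log2 fold change was 11.02 (standard error 1.85, adjusted P = 0.0359 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With control replicate 3 left out, the log2 fold change rose to 13.96, and with each other library left out it lay between 10.48 and 11.08. DESeq2's Wald test gave a log2 fold change of 10.76 and an adjusted P-value of 1.54e-13. Every oxidized library had a higher share than every control library (exact permutation test, two-sided p = 0.1, the smallest that 3 libraries against 3 allow). In control replicates 1 and 2, A3717 had 0.0191 and 0.037 of the median count of the 10 positions on each side, and in control replicate 3 it had 0.671. The MiSeq libraries had at A3717 600 and 250 control counts and 2538 and 2681 oxidized counts, a log2 fold change of 7.60 (standard error 0.53). The primer used for its primer extension matches positions 3772 to 3788, and its end lies 55 nt from A3717. The paper singles out A3717 for its high log2 fold change and low adjusted P-value, states that primer extension with little dNTP showed the site, and argues from it that the method can also discover new sites.

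**Figure D3:**
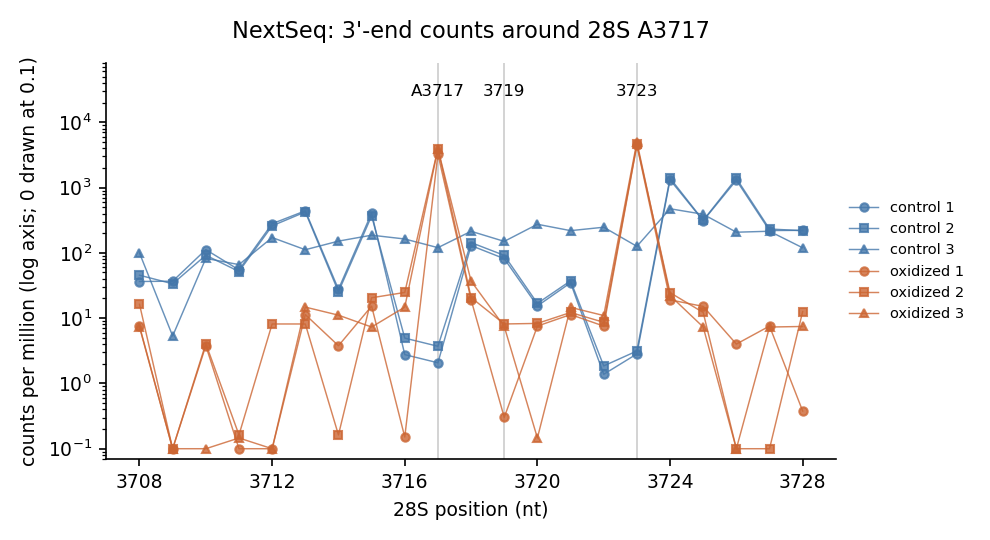
CPM (vertical axis, log scale, with 0 drawn at 0.1) by 28S position around A3717 (horizontal axis) in each control and oxidized NextSeq library. All 3 oxidized libraries peak at A3717 and at the known site A3723, and control replicates 1 and 2 dip there.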

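The HBII-180B snoRNA is SNORD88B, on chromosome 19 from 51302289 to 51302379 (minus strand, hg19), and the U37 snoRNA is SNORD37, on chromosome 19 from 3982505 to 3982570 (minus strand, hg19). In SNORD37, AUUUCUUCACUUUGAC pairs without a mismatch with 28S positions 3713 to 3728, GUCAAAGUGAAGAAAU, over 16 bases. The next bases of SNORD37 are CAGA, and counted from them A3717 is base 5 of the pairing. In SNORD88B, CUUUGACAU pairs with 28S A3711 to G3719 over 9 bases, the next bases are CCGG, and A3717 is base 7. Supplemental Table S1 names U37 for the known site G3719, given here by its reference base, which had 5.3 ± 4.34 CPM (SD, n = 3) in the oxidized and 108 ± 36.9 (SD, n = 3) in the control NextSeq libraries, with a log2 fold change of -0.34 (standard error 1.15). When oxidized replicate 1 was left out, the log2 fold change of G3719 was 0.22.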

Blasting A3717 in combination with surrounding bases within the snoRNA database resulted in two potential snoRNA guide hits, HBII-180B and U37, whose guides are complementary to this region and fulfill criteria for methylation at the fourth or fifth base of the rRNA complementary sequence. Although these two snoRNAs were previously noted to also methylate other positions within 28S, snoRNA-guided methylations of multiple targets is known to occur (van Nues et al. 2011). As only a few novel sites of methylation in rRNAs in human have been characterized within recent years, this result argues that the RibOxi-seq method not only identifies known 2′-OMe sites, but also allows the discovery of new ones. In other experiments using this method we have seen evidence of 2′-OMe in 5.8S rRNA and U snRNAs (data not shown).

**FIGURE 4.**
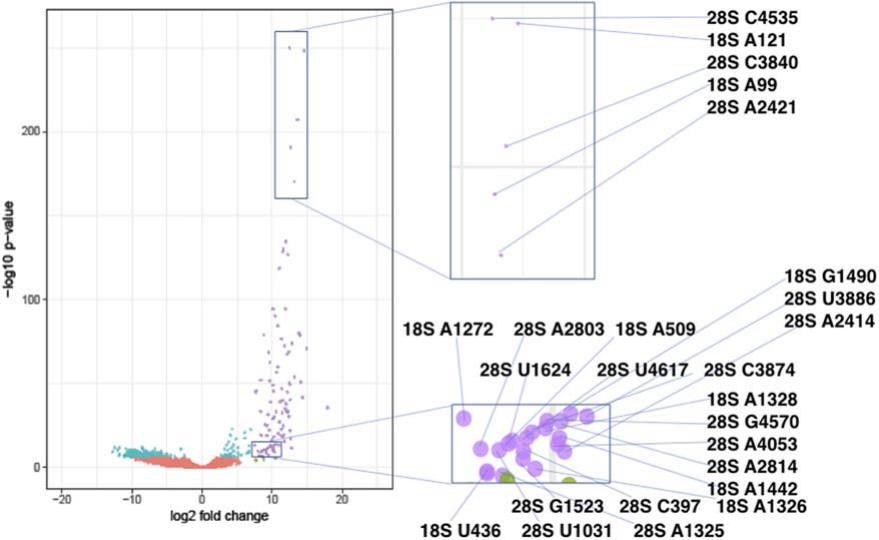
Volcano plot of the −log_10_ *P*-value versus log_2_ fold change in data from human PA1 cells. Each dot represents a single base position in 18S and 28S rRNAs. Base positions were artificially filtered by *P*-values and log_2_ fold changes and color-coded. Red dots represent positions with log_2_ fold change ≤7 and adjusted *P*-value >0.0001. Teal dots represent log_2_ fold change ≤7 and adjusted *P*-value <0.0001. Green dots represent log_2_ fold change >7 and adjusted *P*-value >0.0001. Purple dots represent log_2_ fold change >7 and adjusted *P*-value <0.0001. Positions labeled with purple were determined as highest confidence sites. The zoomed-in views for two regions indicate the actual methylation sites represented by the dots. The Volcano plot was generated using the R package ggplot2 (Heng et al. 2009). RibOxi-seq was used on 7 µg samples of total RNA from PA1 cells. The NextSeq500 150 cycle Mid Output Kit was used in the 75 bp by 75 bp configuration. Across three control samples, the sequencer output was ∼14 million, ∼13 million, and ∼36 million reads for each, while oxidized samples had ∼9 million, ∼10 million, and ∼16 million reads each.

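Of the 6718 positions, 6613 had a log2 fold change of at most 7 and 105 one above 7, and none had an adjusted P-value under 0.0001 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. With DESeq2's Wald test, 913 positions had a log2 fold change of at most 7 and an adjusted P-value under 0.0001, of which 842 were lower in oxidized libraries. That test placed 99 positions above 7 with an adjusted P-value under 0.0001 and 1 above 7 without, and gave 668 positions no adjusted P-value. Other sites labelled in Fig. 4 were 28S C3840, with a log2 fold change of 13.89 (standard error 0.65), 28S C2421 with 13.50 (standard error 0.71) and 18S A99 with 12.95 (standard error 0.79).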

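If the outputs are listed in the order of the replicates, counts did not follow them. Control replicate 3 had 75495510 counts, between those of control replicates 1 and 2. The position with most counts was 18S U1804 in every oxidized library, with 29.2%, 30.0% and 29.6% of the counts in oxidized replicates 1, 2 and 3. The 10 highest positions together held 67.2% to 71.6% of the counts in oxidized and 3.3% to 7.2% in control libraries. No count was found at 3499, 3595 and 3519 positions in oxidized replicates 1, 2 and 3, and at 351, 359 and 273 positions in control replicates 1, 2 and 3. Outside the known sites, A and U together took 21.1%, 21.1% and 51.3% of the counts in control replicates 1, 2 and 3, and make up 33.9% of the positions.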

**FIGURE 5.**
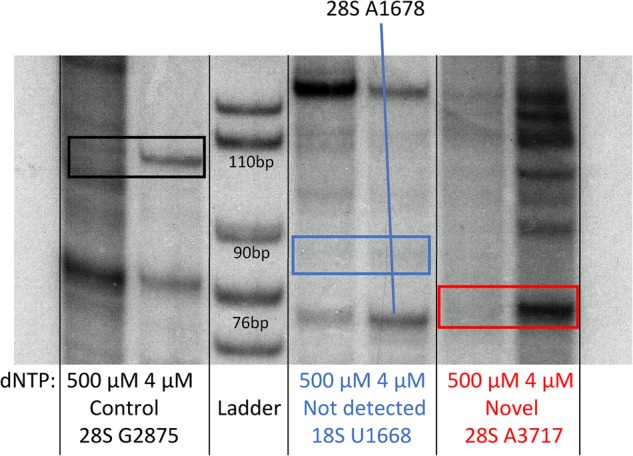
Primer extension analysis. For novel site validation, primers were P^32^ labeled. One microgram of total RNA, 1 µL (10 µM) labeled RT primer, 1 µL 100 µM or 1 µL 10 mM (control) concentrations of dNTPs, 7 µL of water were denatured at 65°C for 5 min, then chilled on ice. An RT Master mix (10 µL per reaction) containing 2 µL 10× RT Buffer, 1 µL (40 U) RNase Out, 1 µL AMV RT (NEB), and 6 µL water was prepared, and added to the RNA/primer mix. Incubation was at 42°C for 45 min. Reactions were ethanol precipitated and resuspended in loading buffer for TBE-PAGE electrophoresis. This experiment was performed for three selected sites from RibOxi-seq: positive control at 28S C1880 (lanes *1*,*2*), known but not detected 18S U1668 (lanes *4*,*5*) and newly detected and not previously reported 28S A3717 (lanes *6*,*7*). The first lane of each set is a negative control where primer extension was performed with a higher dNTP concentration. The second lane of each set was performed at low dNTP concentration to promote polymerase pausing at sites of 2′-OMe.

**TABLE 1.**
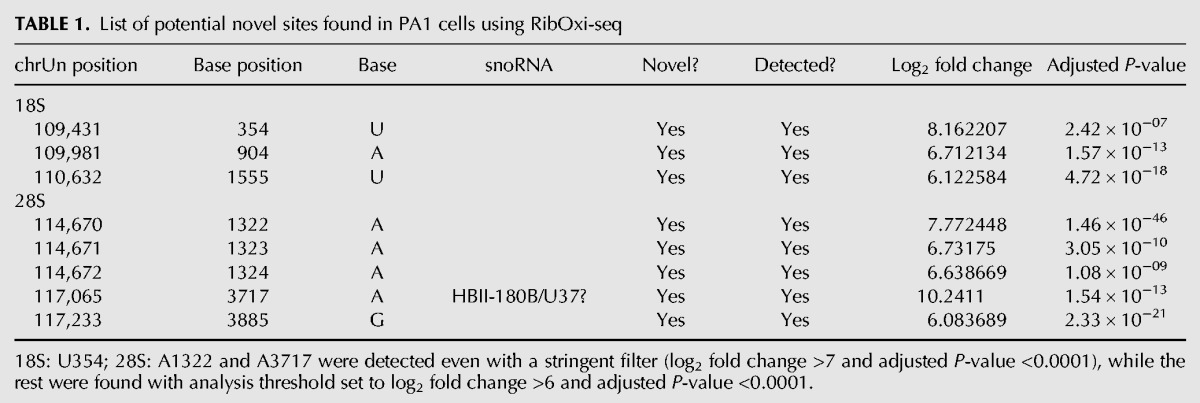
List of potential novel sites found in PA1 cells using RibOxi-seq

### RibOxi-seq results confirm methylation heterogeneity within the same cell line

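28S U4497 (coordinate 117845) and G4498 (coordinate 117846) lie in the sequence GCGUUGGAUUGUUCACCCACU (coordinates 117836 to 117856). G4498 had 34900, 35200 and 41600 counts in oxidized replicates 1, 2 and 3, and a log2 fold change of 11.14 (standard error 0.75, adjusted P = 0.000855 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). U4497 had 600 counts in each oxidized library, which was 1.62% ± 0.16 (SD, n = 3) of the counts at G4498. In control replicates 1, 2 and 3, U4497 had 300, 300 and 6000 counts. U4497 had a log2 fold change of 5.16 (standard error 1.26, adjusted P = 0.0371 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), below 6, and 7.19 when control replicate 3 was left out. The oxidized share of U4497 was not above that of every control library. Of the oxidized MiSeq libraries, U4497 had 50 counts in oxidized replicate 1 and 0 in oxidized replicate 2, against 6100 and 4900 at G4498.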

Among already annotated 2′-*O*-methylation sites, U4497 and G4498 in 28S are positioned immediately adjacent to each other. One limitation of the RibOxi-seq method is that if two sites back to back are both methylated, the site closer to the 5′-end cannot be detected if the other site is fully methylated. This is because Benzonase (as well as other ribonucleases and alkali) cannot cleave at the 3′-site of 2′-OMe, so the 5′-site can never be exposed using our approach. Thus, if G4498 were fully methylated, U4497 would not be detected. Indeed, we did not see U4497, indicating G4498 may be fully methylated. However, another set of back-to-back pairs of 28S sites (U4226 and G4227) were both detected with high confidence. 

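28S U4226 (coordinate 117574) had 11702, 10939 and 11626 counts in oxidized replicates 1, 2 and 3 of the NextSeq libraries, and G4227 (coordinate 117575) had 19429, 18906 and 19040. The ratio of U4226 to G4227 was 0.597 ± 0.017 (SD, n = 3), far above that of U4497 to G4498. The log2 fold changes were 9.80 (standard error 1.01, adjusted P = 0.00422 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) at U4226 and 10.42 (standard error 0.88, adjusted P = 0.00182 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) at G4227. Both sites were higher in 3 of 3 oxidized libraries than in any control library. In the oxidized MiSeq libraries, U4226 had 0 counts in both libraries, whereas G4227 had 1853 and 1350. At 50 counts per read, that is 0 reads against 64, and a count of 0 allows a ratio of up to 0.047. At the NextSeq ratio, 38.2 reads would be found at U4226 (Fisher's exact test on the reads of both experiments, p = 2.54e-13), a test that compares these libraries and not the conditions.

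**Figure D4:**
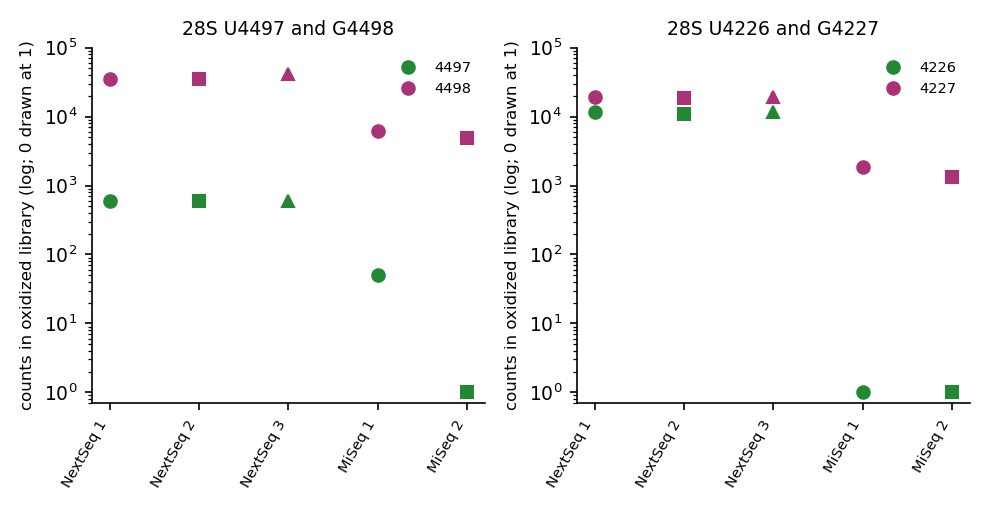
Counts in each oxidized library (vertical axis, log scale, with 0 drawn at 1) at the neighbouring 28S sites U4497 and G4498 (left) and U4226 and G4227 (right), by sequencing run and replicate (horizontal axis). U4226 lies close under G4227 in the NextSeq libraries and has 0 counts in both MiSeq libraries.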

The most probable explanation for our results is that G4227 is only partially methylated, with the unmethylated population allowing the exposure of U4226 (Supplemental Table S1). This result is consistent with the data obtained using Ribometh-seq as well as observations of fractional methylation from primer extension experiments (Maden 1986; Krogh et al. 2016). Such patterns prompted us to consider the possibility that annotated 2′-*O*-methylation sites not detected by our method may be the result of a complete lack of methylation. To test this possibility, radioactive primer extension with low dNTP concentration was used to examine the only missing site in 18S, U1668. 

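Besides U1668, 6 known sites in 28S are not marked as detected in Supplemental Table S1. The log2 fold change was 6.16 (standard error 2.44) at G1521, 3.76 (standard error 1.44) at A2362, -0.54 (standard error 0.77) at C2291 and -12.01 (standard error 3.83) at U4043. The last is a fitted value without meaning as a fold, since U4043 had 0 counts in every oxidized library, against 152, 150 and 3902 in control replicates 1, 2 and 3. Without control replicate 3, G1521 rose to 9.43 and A2362 to 6.12, while without any other library they stayed between 5.58 and 6.21 and between 3.25 and 4.21. With library totals only, the log2 fold change of A2362 was -0.75. At 0 counts, up to 3 counts are allowed. The remaining sites are G3719 and U4497, and U4043 and G3719 are given by their reference bases.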

As expected, a stop corresponding to that modification site was not detected (Fig. 4). It is interesting to note that this site was also not detected using Ribometh-seq in HeLa cells (Krogh et al. 2016). 

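18S U1668, at coordinate 110745 in the sequence GUCAUAAGCUUGCGUUGAUUA (coordinates 110735 to 110755), had 2, 52 and 6 counts in oxidized replicates 1, 2 and 3 and 7379, 7858 and 12516 counts in control replicates 1, 2 and 3. Its share was 1.61 ± 2.28 CPM (SD, n = 3) in oxidized and 122 ± 38.4 (SD, n = 3) in control libraries. The log2 fold change was -2.28 (standard error 1.31, adjusted P = 0.252 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), close to the median of all positions, and fell to -4.63 at the lowest with 1 library left out. The control counts at U1668 were 0.687, 0.708 and 0.59 of the median count of the 10 positions on each side. The primer used for primer extension matches 18S positions 1730 to 1746, and its end lies 62 nt from U1668. The positive control of that experiment, 28S C1880, had 10691, 12792 and 13133 counts in oxidized libraries and a log2 fold change of 10.98 (standard error 1.13, adjusted P = 0.00422 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).

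**Figure D5:**
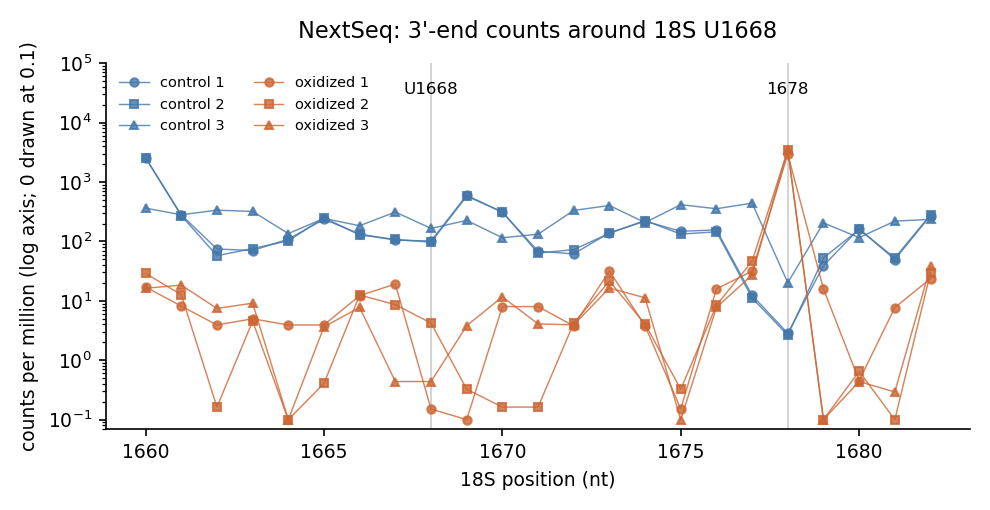
CPM (vertical axis, log scale, with 0 drawn at 0.1) by 18S position around U1668 (horizontal axis) in each control and oxidized NextSeq library. The oxidized libraries peak at the known site A1678 and show no peak at U1668.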

Further evidence from more cell lines will be required to confirm whether this site is actually modified in other cells or tissues.

### RibOxi-seq requires modest input material but not high sequencing depth

Accurate determination of sites of 2′-OMe using RibOxi-seq relies not only on peak calling of oxidized samples, but also on statistical comparison of signals between oxidized and control lanes. 

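The pilot experiment comprised 2 control and 2 oxidized MiSeq libraries of RNA from PA1 cells at passage 7. The authors deposited the same kind of count per position as for the NextSeq libraries, without normalization. Total counts were 44061905 and 30392418 in control replicates 1 and 2, and 1568883 and 1353768 in oxidized replicates 1 and 2. At 50 counts per read, these are 878806 and 605488 reads in control and 31023 and 26762 reads in oxidized libraries. A count of 0 allowed up to 3 counts, or 1.91 and 2.22 CPM in oxidized replicates 1 and 2, and up to 95.6 and 111 CPM when taken as 3 reads. Oxidized replicates 1 and 2 differed by no more than the sampling noise at positions with at least 10 reads (chi-square per degree of freedom 1.05), whereas the control replicates differed by more (3.67). No count was found at 3830 and 3928 positions in oxidized replicates 1 and 2. The comparison of oxidized with control libraries covered 6661 positions and followed the one used for the NextSeq libraries.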

An initial pilot experiment using a small quantity of total RNA in combination with Illumina MiSeq sequencing generated ∼2.5 million reads for each sample (note: the actual number of aligned reads was much lower). 

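In control libraries, the count at a known site was compared with the median count of the 10 positions on each side. The median ratio over the known sites was 0.075, 0.101 and 0.332 in NextSeq control replicates 1, 2 and 3, and 0.058 and 0.039 in MiSeq control replicates 1 and 2. In each of these libraries, none of 10000 random lists of as many positions had a median as low. The mean over the NextSeq control libraries was 0.169 and fell to 0.0877 without control replicate 3. In oxidized libraries, the same ratio had a median of 541, 517 and 620 in NextSeq replicates 1, 2 and 3, and of 135 and 100.1 in MiSeq replicates 1 and 2. Known sites held 59.2% and 59.3% of the counts in oxidized MiSeq replicates 1 and 2, and as many top positions there as there are known sites held 70 of them. Across the known sites, the share of oxidized counts in the NextSeq and MiSeq libraries had a Spearman's rho of 0.73, and the log2 fold changes one of 0.4. Sites are not independent replicates. Both experiments had a log2 fold change above 7 at 88 known sites.

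**Figure D6:**
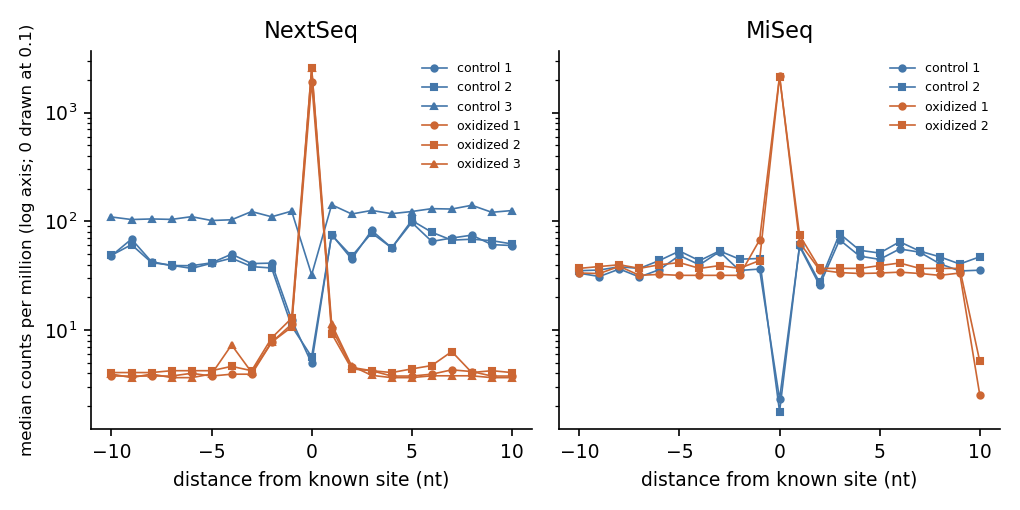
Median CPM over the known sites (vertical axis, log scale) by distance from the site in nt (horizontal axis) in each NextSeq (left) and MiSeq (right) library. Oxidized libraries peak and control libraries dip at distance 0, with a shallower dip in NextSeq control replicate 3.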

Upon examining alignment with 3′-end only reporting, the pattern was strikingly consistent between experiments, with known sites across 18S and 28S rRNAs represented by strong peaks in oxidized samples with corresponding gaps in control samples mapping to the known sites. After single-base differential expression analysis, 36/40 sites in 18S and 54/66 sites in 28S were detected using a filtering strategy similar to that described above. However, there were also more than 30 new sites detected (Supplemental Table S2). Those were likely false positives owing to a lack of enough total available control sample 3′-base counting reads for DESeq2 statistical analysis. Thus, while promising, this pilot experiment was not good enough for accurate peak calling. 

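No position passed a log2 fold change of 7 and an adjusted P-value of 0.0001 together in the MiSeq libraries, where the smallest adjusted P-value was 0.00555 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). At an unadjusted P-value under 0.05, 4439 positions differed, 809 of them higher in oxidized libraries. Without an adjusted P-value threshold, 178 positions lay above 7, of which 36 were known 18S sites and 52 known 28S sites. At an adjusted P-value under 0.05, 36 known 18S sites and 50 known 28S sites were among 157 positions. DESeq2's Wald test at an adjusted P-value under 0.0001 gave 36 known 18S sites and 49 known 28S sites among 156 positions. With the counts divided by 50 and rounded, an alternative chosen after seeing the data, the quasi-likelihood test gave 121 positions at an adjusted P-value under 0.0001, of which 35 were known 18S sites and 51 known 28S sites. At a log2 fold change above 7 and an adjusted P-value under 0.05, 85 known sites were found in both experiments, 12 only in the NextSeq libraries, 1 only in the MiSeq libraries and 8 in neither.

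**Figure D7:**
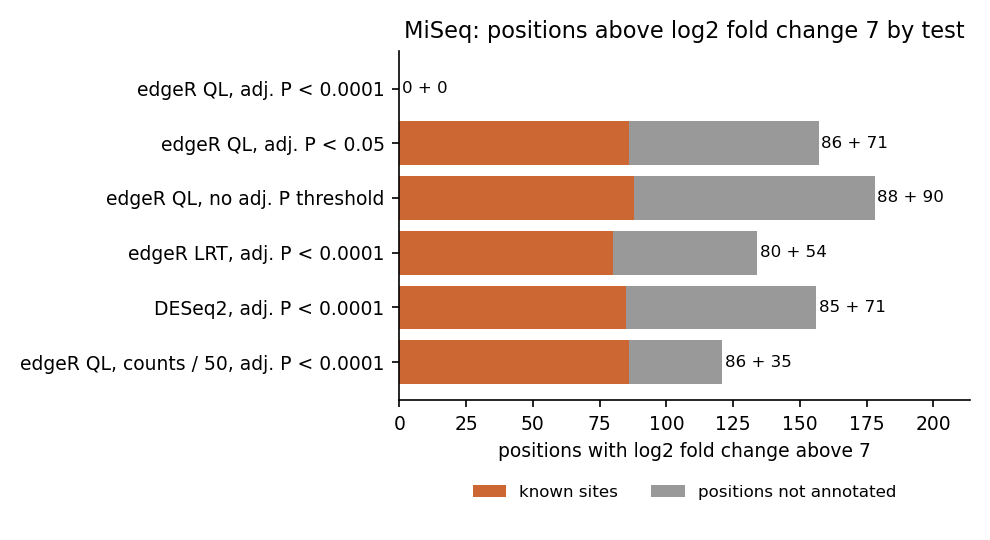
Number of positions above a log2 fold change of 7 in the MiSeq libraries (horizontal axis) under each test and adjusted P-value threshold (vertical axis). Each bar is labelled with known sites + positions not annotated. The quasi-likelihood test (QL) gave 0 positions at an adjusted P-value under 0.0001, and 121 once the counts were divided by 50.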

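At a log2 fold change above 7 and an adjusted P-value under 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), 71 positions that are not annotated were found in the MiSeq libraries, against 6 in the NextSeq libraries. The likelihood ratio test of edgeR gave 54 such positions at an adjusted P-value under 0.0001, and DESeq2's Wald test 71. Of the 71 positions, 28S A1322 and A3717 also had a log2 fold change above 7 in the NextSeq libraries, and 32 had one above 0. Of the 71 positions, 10 lie between 28S A3798 and 28S G3814. Ranked by log2 fold change, the first position not annotated, 28S A3802, stood at rank 10 in the MiSeq libraries.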

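Of the 71 positions not annotated in the MiSeq libraries, 54, or 76.1%, had at most 50 counts in both control libraries, which is about 1 read, and 21 had none. Among the 86 known sites found the same way, 36, or 41.9%, had at most 50 counts in both control libraries. In oxidized libraries, 32 of the 71 positions, or 45.1%, had at most 150 counts in both libraries. For a comparison at equal total reads, NextSeq replicates 1 and 2 were thinned at random to the reads of the MiSeq libraries. Oxidized reads at positions not annotated were not matched by this. Known sites held 95.2% and 94.8% of the counts in oxidized NextSeq replicates 1 and 2, against 59.2% and 59.3% in the oxidized MiSeq libraries. The thinned libraries gave a median of 2 positions not annotated (1 to 4 over 10 draws) at a log2 fold change above 7 and an adjusted P-value under 0.05 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, where the MiSeq reads gave 45. Known sites found were a median of 84.5 (81 to 87) in the thinned libraries and 86 in the MiSeq libraries. Before thinning, NextSeq replicates 1 and 2 gave 98 known sites and 9 positions not annotated. The paper proposes that the additional MiSeq positions were false positives arising from a lack of control reads.

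**Figure D8:**
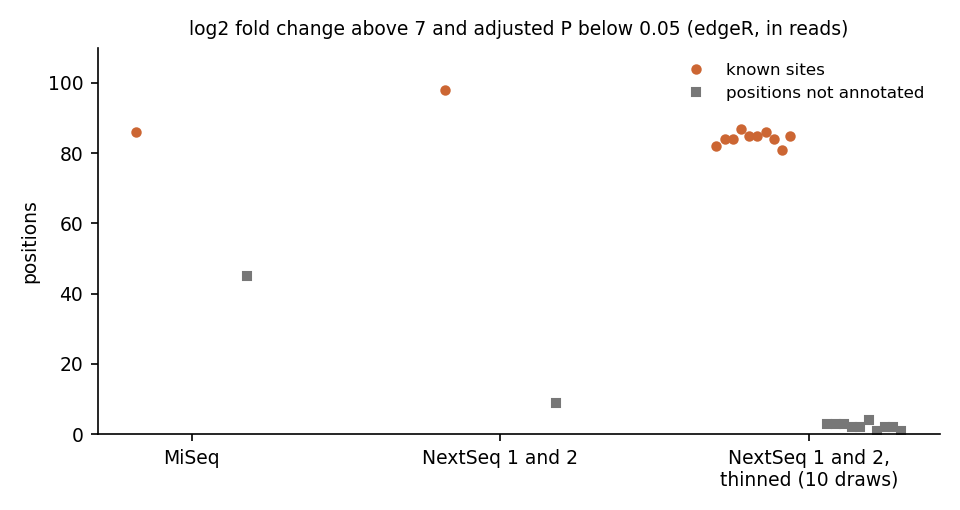
Number of positions above a log2 fold change of 7 at an adjusted P-value under 0.05 (vertical axis) in the MiSeq reads, in NextSeq replicates 1 and 2, and in the same NextSeq replicates thinned to the MiSeq reads, 1 point per draw (horizontal axis). Thinned libraries lie at 81 to 87 known sites and 1 to 4 positions not annotated, against 86 and 45 in the MiSeq reads.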

In our experience, highly sensitive and accurate site detection is achievable at ∼12 million reads (sequencer output) per sample.

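All 6 NextSeq libraries, taken at 50 counts per read, were thinned at random to smaller depths. With all reads, a median of 264479 per oxidized and 1507227 per control library, 92 known sites and 3 positions not annotated had a log2 fold change above 7 at an adjusted P-value under 0.05 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. With 50% of the reads the median over 5 draws was 87 known sites, with 25% it was 83, with 10% it was 69, with 5% it was 54 and with 2% it was 27. DESeq2's Wald test at an adjusted P-value under 0.0001 gave 97 known sites with all reads and medians of 95, 87, 54, 27 and 1 at these depths. In no draw of the series did the quasi-likelihood test give more than 3 positions not annotated. These depths are numbers of counted reads and not sequencer output.

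**Figure D9:**
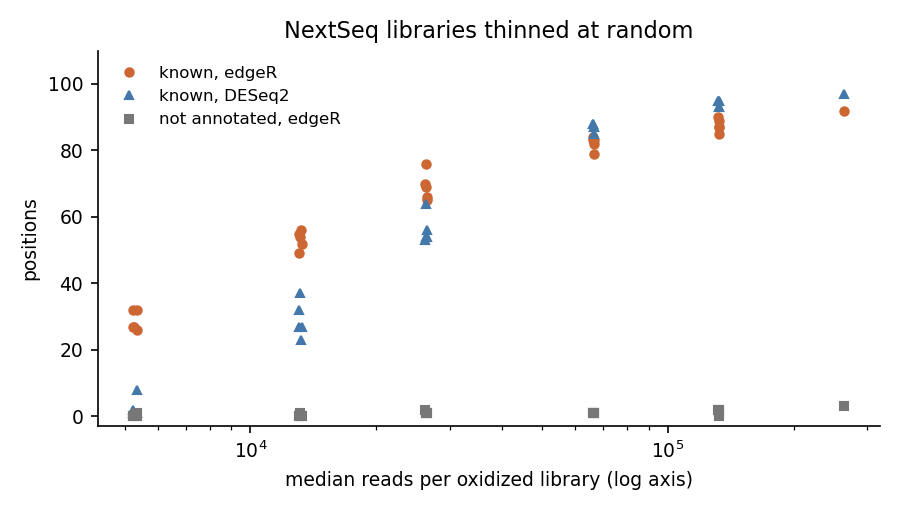
Number of positions above a log2 fold change of 7 (vertical axis) against the median number of reads per oxidized library (horizontal axis, log scale) in NextSeq libraries thinned at random, 1 point per draw. Known sites fall from 92 at 264479 reads to a median of 27 at 5253 reads with edgeR.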

Ribose methylation occurs about 1 in every 60 nucleotides (nt) in 28S and 18S rRNA. 

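The files cover 6939 positions and Supplemental Table S1 lists 40 and 66 known sites, which is 1 site per 65.5 nt. The spacing is 46.7 nt per site in 18S and 76.8 nt per site in 28S. The largest distance between neighbouring known sites is 916 nt.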

Under such conditions, one round of β-elimination is sufficient for accurate site detection even at low sequencing depth. However, the occurrence of methylation is very likely to be far lower in RNAs, such as lncRNAs and mRNAs, and no instances of this modification have been reported so far in human, other than in 5′-cap structures. In order to detect mRNA modifications, not only will higher sequencing coverage be required, but also perhaps multiple β-elimination steps to greatly increase the probability of 3′-end 2′-OMe exposure. Also, additional β-elimination can be used on rRNAs if the amount of input total RNA (∼7.5 µg per sample) described in the standard protocol is impossible to obtain. The required starting material can be divided by 2–4 for each round of β-elimination added. For step-by-step instructions on performing additional β-eliminations, please refer to the alternative steps in the Supplemental Data.

### Limitations

We have demonstrated that RibOxi-seq is highly sensitive and accurate. However, several limitations still exist. Although the number of sequencing reads required is significantly lower than that for Ribometh-seq, the input RNA material required is in general somewhat higher, at the micrograms level, with the possibility of reduction to a sub-microgram level if using additional β-elimination steps. Also, as described above, owing to the nature of ribose methylated bases being resistant to nuclease and alkaline hydrolysis, it is difficult to detect adjacent modified bases if the distal base is fully methylated. Further, exposure of methylated bases relies on extensive and random digestion. tRNAs and other RNAs shorter than 100 bp are difficult to study because the sizes of fragments that would need to be generated might be quite small and difficult to examine. Finally, the method at the current stage cannot be used as a quantitative tool to compare methylation intensity between different sites, since linker ligation efficiencies using T4 RNA ligases 1 and 2 have been described to have sequence biases (Raabe et al. 2014). Hence, without first determining ligation efficiencies of linkers to each of A, U, C, and G bases using spike-ins of known 2′-*O*-methylated oligos as internal controls, comparisons between different sites is not yet possible. On the other hand, comparison between different samples at the same site appears to be feasible.

## MATERIALS AND METHODS

### Equipment

Table top centrifuge
Programmable thermal cycler
Heat blocks/water baths
NanoDrop 2000 UV-Vis Spectrophotometer (Thermo Fisher Scientific, ND-2000)
2200 TapeStation (Agilent Technologies, G2964AA)
Qubit 2.0 Fluorometer (Thermo Fisher Scientific, Q32866)
NextSeq 550 System (Illumina)

### Reagents

Seal-Rite 2.0 mL microcentrifuge tube, natural (USA Scientific, 1620-2720)
PA-1 [PA1] cell line (ATCC, CRL-1572)
PureLink RNA Mini Kit (Thermo Fisher Scientific, 12183025)
PureLink DNase Set (Thermo Fisher Scientific, 12185010)
TURBO DNA-free Kit (Thermo Fisher Scientific, AM1907)
Ultra-pure Benzonase (Sigma, E826305KU)
10× Benzonase buffer (store at 4°C)

**Table:** 

10× concentrations	Stock (mM)	Dilution factor	Amount per 10 mL (µL)
500 mM Tris (7.5)	1000	2	5000
100 mM NaCl	5000	50	200
10 mM MgCl_2_	1000	100	100
1 mM EDTA	500	500	20
1 mg/mL BSA	10	10	1000
H_2_0 to 10 mL			3680
3 M sodium acetate pH = 5.2
Ethanol 100%
Ethanol 70%
UltraPure Phenol:Chloroform:Isoamyl Alcohol (25:24:1, v/v) (Thermo Fisher Scientific, 15593031)
Acid-Phenol:Chloroform, pH 4.5 (with IAA, 125:24:1) (Thermo Fisher Scientific, AM9720)
NucAway Spin Columns (Thermo Fisher Scientific, AM10070)
RNA Analysis ScreenTape (Agilent, 5067-5576)
RNA Analysis ScreenTape reagents (Agilent, 5067-5577)
High sensitivity D1000 DNA ScreenTape (Agilent, 5067-5584)
High sensitivity D1000 DNA ScreenTape reagents (Agilent, 5067-5585)
Linear polyacrylamide 10 µg/µL (Mullins Molecular Retrovirology Lab Short protocol)
Sodium meta-periodate (Sigma-Aldrich, 7790-28-5)
Sodium periodate oxidation buffer: 4.375 mM sodium borate, 50 mM boric acid, pH = 8.6
0.2 mL PCR 8-tube FLEX-FREE strip, attached clear flat caps, natural (USA Scientific, 1402-4700)
β-elimination buffer: 33.75 mM sodium borate, 50 mM boric acid, pH = 9.5
T4 Polynucleotide Kinase (NEB, M0201L)
SUPERase• In RNase Inhibitor 20 U/μL (Thermo Fisher Scientific, AM2696)
RNaseOUT Recombinant Ribonuclease Inhibitor (Thermo Fisher Scientific, 10777019)
T4 RNA Ligase 2, truncated KQ (NEB, M0373S)
T4 RNA Ligase 1 (NEB, M0204S)
DMSO 100%
SuperScript III First-Strand Synthesis System (Thermo Fisher Scientific, 18080051)
Sodium hydroxide 1 N
EB buffer: 10 mM Tris-Cl, pH 8.5
Q5 High-Fidelity 2× Master Mix (NEB, M0492S)
Agencourt AMPure XP, 450 mL (Beckman Coulter Life Sciences, A63882)
Qubit dsDNA HS Assay Kit (Thermo Fisher Scientific, Q32854)
NextSeq 500/550 Mid Output v2 Kit (150 cycles) (Illumina, FC-404-2001)
Shrimp alkaline phosphatase (rSAP, NEB, M0371S)

### Oligos

3′ Preadenylated DNA linker (NEB Universal miRNA Cloning Linker, S1315S, dissolve into 50 µM)
  5′-/rApp/CTGTAGGCACCATCAAT/NH2/-3′
5′ RNA linker (50 µM stock)
  5′-/Biosg/rArCrArCrGrArCrGrCrUrCrUrUrCrCrGrArUrCrU-3
Reverse transcription primer (50 µM stock)
  5′-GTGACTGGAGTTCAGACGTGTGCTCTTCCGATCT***RAN***ATTGATGGTGCCTACAG-3′
  (Important: The “*RAN*” represents a customizable randomer sequence that can be used to remove PCR duplicates later in the data analysis. Six-base randomers are used in the experiments, but longer is recommended for higher sequencing depth.)
Illumina compatible barcoded PCR primers
  **i5:** 5′-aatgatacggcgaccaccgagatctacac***BARCODE***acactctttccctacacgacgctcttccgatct-3′
  i7: 5′-caagcagaagacggcatacgagat*BARCODE*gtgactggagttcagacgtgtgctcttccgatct-3′
  (Barcodes are customizable. The protocol is established using paired-end sequencing with dual barcodes. Important: When demultiplexing, the i7 barcode sequence needs to be specified as reverse complement to what is in ***BARCODE***).

It is possible to design longer linker sequences, matching RT primer and PCR primers to increase amplification specificity and efficiency.

All raw and processed data are available at the NCBI Gene Expression Omnibus (GEO) with accession number GSE96999.

### Standard protocol

The library preparation using standard protocol requires around 4–6 d to complete with a moderate work load, factoring out optimization steps. However, the procedure can be stopped whenever an ethanol precipitation is performed and the sample is resuspended into nuclease-free water. Alternatively, samples can also be left precipitating in 100% EtOH under −20°C indefinitely to increase yield. For step-by-step of the protocol, please refer to the details in the detailed protocol in the Supplemental Material.

#### RNA extraction

For cells cultured in 10 cm Petri dishes, a PureLink RNA Mini Kit is used in conjunction with the PureLink on-column DNase set to isolate RNA and remove genomic DNA. Steps for the extraction are detailed in the Purelink Kit's protocol. In case any overexpression system is used, additional post-extraction gDNA removal may be necessary due to an increase in DNA molarity. The TURBO DNA-free Kit has proven effective for such conditions after following its “Rigorous DNase treatment” protocol.

1. Extract total RNA using the PureLink RNA Mini Kit with PureLink on-column DNase.
2. Optional: Use the Turbo DNase Kit to further remove contaminating DNA.

#### RNA fragmentation

Each sample set should have at least one control and one oxidation sample. We recommend a minimum of three technical replicates for each. After completing fragmentation and the subsequent two steps until just before the oxidation procedure, the RNA loss should be ∼50%. It is recommended to use an initial total RNA amount of 45 µg (can be lowered upon further optimization), which will yield about 28 µg of fragmented RNA (results may vary for each laboratory). The amount of fragmented RNA recommended for oxidation is 4–6 µg, and 1 µg for nonoxidation. Three technical replicates for all samples require about 25 µg total. The amount of starting RNA can be significantly lowered if using the alternative procedure during oxidation and β-elimination steps. Such an alternative is also necessary if applying the method on other samples depleted of rRNAs. Refer to the “Alternative steps” section.

3. In a 1.5 mL Eppendorf tube, dilute 45 µg of total RNA into 400 µL with nuclease-free H_2_O.
4. Vortex the mixture and spin for a brief second to collect all liquid at the bottom.
5. Place the tube into a 90°C heat block for 3 min to denature the RNA and immediately place on ice for at least 1 min.
6. Dilute 1 µL stock Benzonase (341 U/µL) into 500 U/mL using 681 µL of 1× Benzonase buffer. (Always dilute fresh prior to using. Do not freeze.)
7. Add 45 µL of 10× Benzonase buffer and 5 µL of diluted Benzonase to the diluted RNA (final RNA concentration: 100 ng/µL). Incubate on ice for 90 min. (This incubation time only serves as a starting reference since it can greatly vary between different laboratories. Perform a time-course experiment to establish optimal incubation time based on desired fragment length.)
8. Perform phenol–chloroform extraction. Add 450 µL acid phenol:chloroform and vortex for 10 sec. Centrifuge at 20,000*g* at RT for 5 min.
9. Transfer about 450 µL of the supernatant into a new set of 2 mL Eppendorf tubes.
10. Ethanol precipitate the RNA. Add 50 µL of 3 M sodium acetate (0.1× volume). Mix well and add 1250 µL of 100% ethanol (2.5× volume).
11. Mix well and place on ice for >30 min to precipitate RNA.
12. Spin at max (>16,000*g*) at 4°C or RT for ∼30 min.
13. Carefully remove the ethanol without dislodging the pellet.
14. Add ≥500 µL 70% ethanol, vortex, and centrifuge for 10 min to wash the pellet.
15. Repeat step 14 once. Carefully remove the ethanol and air dry the pellet for 2 min (excessive drying of the pellet can greatly reduce yield).
16. Resuspend pellet in 100 µL of nuclease-free H_2_O.
17. Use NucAway spin columns following the kit's protocol. (The fragmentation procedure generates many small fragments of <25 nt in length, while fragments of lengths 25 nt and above are desirable. The presence of very small fragments greatly increases RNA molarity and can impact accuracy of concentration measurements. More importantly, these can overwhelm subsequent enzymatic reactions. Thus, it is ideal to filter the RNAs out at this step.)
18. Measure RNA concentration using a Nanodrop.
19. Optional: Examine fragmented RNA size distribution using TapeStation 2200 and RNA Screen Tapes. Ensure the pattern has a strong peak spanning the region from 25 to 150 bp. Once the Benzonase digestion time is optimized for the laboratory, this step can be omitted.
20. Aliquot 1 µg fragmented RNA for each control replicate and store at −80°C until the 3′-end ligation step.
21. Ethanol precipitate 4–6 µg fragmented RNA of each oxidation sample replicate (no wash needed).

Important: See the “Alternative steps” section.

#### Oxidation

To prepare the fragmented RNAs for subsequent elimination of the 3′-end bases to expose ribose methylated bases that are potentially positioned one base upstream, these ends need to be oxidized into dialdehydes using NaIO_4_.

22. Freshly prepare 200 mM NaIO_4_ solution by dissolving 42.78 mg of the NaIO_4_ powder in 1 mL oxidation buffer. Protect the solution from light. Important: This step should be performed while precipitating the fragmented RNA and not earlier.
23. Dissolve RNA pellet in 30 µL oxidation buffer (make sure the pellet is well resuspended) and add 10 µL of prepared NaIO_4_ solution. Mix well and incubate at room temperature protected from light for 45 min (briefly vortex and spin the reaction tube every 10 min to ensure proper resuspension of the pellet).
24. Adjust the volume to 90 µL with nuclease-free H_2_O.
25. Perform ethanol precipitation. (Incubate on ice for >30 min or −20°C overnight. No wash needed.) Important: After adding 100% ethanol for precipitation and centrifugation, white precipitates/film might be seen scattered on the Eppendorf tube wall due to high salt content and a typical pellet might not be visible. This is normal. RNA can be recovered if the orientation of the tube is kept consistent and a pipettor is used to vigorously flush and/or gently scrap the precipitates/film off the wall after adding elimination buffer.

#### β-Elimination

This step catalyzes the leaving of the 3′-end oxidized base to expose potentially 2′-*O*-methylated bases at the 3′-end of the fragments.

26. Add 50 µL of β-elimination buffer to dissolve the pellet. Within 5 min, vigorously vortex, pipette up and down, or invert the tube to further resuspend the oxidized RNA.
27. Spin the tubes briefly and transfer samples into PCR strip tubes. Tubes with individual caps are highly recommended to prevent cross-contamination, especially in later steps where control samples are handled alongside oxidation samples.
28. Using a thermal cycler, incubate at 45°C for 85 min.
29. Recommended: Process samples through NucAway spin columns to remove unwanted small fragments and salts from the samples (β-elimination alkaline conditions which can generate small undesirable fragments).
30. Transfer samples into a new set of 1.5 mL Eppendorf tubes.
31. Ethanol precipitate and resuspend in 22 µL H_2_O as in the previous oxidation step. Addition of 1 µL LPA is highly recommended to help precipitating and visualizing nucleic acids without disrupting subsequent enzymatic reactions.

#### Phosphate removal and oxidation

To oxidize all 3′-ends that are not 2′-*O*-methylated, another NaIO_4_ treatment is needed. However, after β-elimination, RNA fragment 3′-ends will contain a mixture of 3′-phosphates, 2′-phosphates, and/or 2′-3′-phosphates. It is vital to remove these phosphate groups to avoid false positives in the final data representation. T4 PNK is used to remove all three types of phosphates.

32. Transfer to PCR tubes.
33. Remove 3′-, 2′-, and 2′–3′-cyclic phosphate using T4 PNK. (Important: The PNK buffer used must not contain ATP.)

**Table:** 

Components	Volume (µL)
β-Elimination treated RNA	22
2× PNK buffer diluted from the included 10× buffer (pH adjusted to 6.0)	25
SUPERase• In	1
NEB T4 PNK	2
34. Incubate at 37°C for at least 4 h (longer incubation times may be OK and might be beneficial as T4 PNK is an inefficient phosphatase).
35. Phenol–chloroform extract the dephosphorylated RNA and ethanol precipitate (add 1 µL LPA, no wash needed).
36. Freshly prepare 200 mM NaIO_4_ solution by dissolving 42.78 mg of the NaIO_4_ powder in 1 mL oxidation buffer. Protect the solution from light.
37. Dissolve the RNA pellet thoroughly in 30 µL oxidation buffer.
38. Add 10 µL of prepared NaIO_4_ solution. Mix well and incubate at room temperature protected from light for 45 min (briefly vortex and spin reactions every 10 min to further ensure proper resuspension of the pellet).
39. Transfer to a new 1.5 mL Eppendorf tube and ethanol precipitate RNA (incubate on ice for >30 min or −20°C overnight, wash twice with 70% EtOH) and resuspend in 16 µL H_2_O. If white precipitates remain in the solution, do not remove them.
40. Following these steps, the samples are properly oxidized.

#### 3′ DNA linker ligation

Ligation of 3′ linkers to unoxidized RNA 3′-ends will enable selective reverse transcription and thus, enrichment of 2′-*O*-methylated RNA fragments. From this step on, control samples will be subjected to the exact same procedures.

41. Thaw the control samples and dilute each into 8 µL. Transfer into PCR tubes.
42. Transfer 8 µL of each 16 µL oxidized sample into PCR tubes. Store the remaining 8 µL at −80°C as backup.

**Table:** 

Components	Volume (µL)
Oxidized/control RNA	8
3′ DNA linker 50 µM (final 2.5 µM)	1
RNaseOUT	1
50% PEG8000	7
10× t4 RNA ligase buffer	2
T4 RNA ligase 2 truncated kq	1
43. Ligation of 3′ linker (prepare the reagents in a way that can be properly mixed, as the amount of PEG 8000 added can make it difficult).
44. Incubate the reaction in thermal cycler at 16°C overnight for 18 h.

#### Anneal RT primer

Any 3′ linker not ligated in the previous step will still be freely available for ligation in the samples. To ensure the 5′ RNA linker ligation attaches the RNA linkers to sample RNA fragments but not to the free 3′ linkers during the next step, the RT primer is annealed first.

45. Add 1 µL of the 50 µM RT primer and 69 µL nuclease-free water to each sample.
46. Incubate in thermal cycler with the following program:
  - 90°C for 2 min
  - 65°C for 10 min
  - 4°C for 1 min
47. Phenol–chloroform extract and ethanol precipitate (add 1 µL of LPA) each sample and resuspend in 11 µL H_2_O.

#### 5′ RNA linker ligation

The double-stranded structures resulting from annealing the RT primers and free 3′ linkers will prevent them from being ligated to the 5′ RNA linkers (Munafó and Robb 2010).

48. Thaw 50 µM RNA linker from −80°C and transfer (number of samples) *1.3 µL into a PCR tube.
49. Denature RNA linker at 72°C for 2 min and return to ice.
50. Prepare the following ligation reaction.

**Table:** 

Components	Volume (µL)
Annealed RNA	11
5′RNA linker 50 µM (final 2.5 µM)	1
100% DMSO	2
10× t4 RNA ligase buffer	2
10 mM ATP	2
RNaseOUT	1
T4 RNA ligase 1	1
51. Incubate at 25°C for 1 h, then terminate reaction at 65°C for 15 min.

#### Reverse transcription

Because the RT primer has been annealed in the previous step, the RT reaction can proceed without addition of primer. During this step, cDNA is synthesized. At the same time, random-hexamer sequences built into the RT primer are also incorporated into the cDNA library. These will allow the removal of PCR duplicates later during data treatment.

52. Prepare RT reactions to generate a cDNA library using the following setup with SuperScript III included reagents.

**Table:** 

Components	Volume (µL)
Ligated RNA	19
SuperScript III RT buffer	4
MgCl_2_	8
DTT	4
dNTP mix	2
RNaseOUT	1
SS III enzyme	2
53. Incubate the reactions in thermal cycler following the kit's protocol.
54. Hydrolyze remaining RNAs by adding 4.4 µL of 1 N NaOH and incubate at 98°C for 20 min.
55. Add 22 µL 200 mM Tris-HCl PH = 7.0 to neutralize the PH.
56. Use Ampure XP beads at 0.8:1 ratio (add 53 µL Ampure XP solution). Incubate for 5 min to let beads bind cDNA of sizes 250 bp and above.
57. Transfer supernatant to new tubes (discard beads) and add an additional 67 µL Ampure XP solution to make the ratio 1:1.8. Finish Ampure XP purification.
58. Elute using EB buffer.

#### PCR amplification of cDNA library

Illumina i5 and i7 PCR primer sequences have sequences complementary to the 5′ RNA linker and RT primer sequences. This allows direct PCR amplification of the cDNA library. Periodate oxidation enrichment in previous steps results in a cDNA library of very low complexity. Hence it necessitates additional amplification cycles compared to construction of other types of sequencing libraries (∼35 cycles versus ∼12 cycles). The strandedness of the final library is second-strand similar to the library prepared using the Illumina ligation method.

**Table:** 

Components	Volume (µL)
cDNA	8.5
I5 primer	2
I7 primer	2
Q5 2× master mix	12.5

59. Prepare NEB Q5 PCR reactions.
60. Incubate in the thermal cycler using the following program modified from the Q5 protocol.

**Table:** 

Step	Temp	Time
Initial denaturation	98°C	30 sec
One cycle	98°C	5–10 sec
	55°C	10–30 sec
	72°C	20–30 sec/kb
32 cycles	98°C	5–10 sec
	62°C	10–30 sec
	72°C	20–30 sec/kb
Final extension	72°C	2 min
Hold	4–10°C
61. Add 25 µL of AmpureXP to achieve a 1:1 ratio to select for fragment of sizes ∼200 bp and above, reducing the amount of non-insert fragments (Illumina i5 sequence: ∼70 bp, Illumina i7 sequence: ∼66, total non-insert product: ∼136 bp).
62. Purify libraries following the AmpureXP protocol. Resuspend each sample in 15 µL with Illumina RSB (resuspension buffer).

### Library quantification

63. Use TapeStation and DNA Screen Tape to visualize library size distributions. It should have a distribution around 200 bp. Even though stringent steps have been taken to avoid non-insert PCR products, they may still be present and are expected.
64. Accurately measure library concentrations using the Qbit Fluorometer and dsDNA High Sensitivity Reagent Kit (follow Qbit protocol).
65. Calculate library molarity using sizes and concentrations measured.

#### Sequencing

The NextSeq 500 (or MiSeq) 150 cycle Mid Output Kit is used in this experiment with 75 bp by 75 bp configuration.

66. Prepare and load the libraries for the NextSeq 500 sequencer following the established protocol. Important: Make sure PhiX phage DNA comprises at least 30% of the total library if the Riboxi-seq samples are the only samples being sequenced because of the nature of extremely low diversity amplicon sequencing. The final loading concentration used in this experiment is 1.5 pM, which is slightly lower than the 1.8 pM from the protocol.

### Data treatment

67. Remove read-through sequences. Because of the nature of the sequencing library preparation, many fragments will have insert sizes significantly smaller than the 75 bp length sequenced by the sequencer. The resulting read-through sequences will greatly impact alignment reliability. Cutadapt (Martin 2011), a Python package, is used to first remove read-through sequences at the 3′-end for both read 1 and read 2. An in-house script has been used to compare randomer sequences and ∼5 bp RNA sequences to determine and collapse PCR duplicates on read 2. Finally, we used cutadapt to remove the randomers and linker sequence from 5′-ends of read 2. The resulting “.fastq” files can then be used for alignment.
68. TopHat2 is used to align the reads. The following options are supplied in addition to the basic command: -p 12 -r 10 -N 1 - -b2-L 10 - -segment-length 15 - -segment-mismatches 1 - - library-type fr-secondstrand - -no-mixed - -no-discordant -T - -no-coverage-search -G rRNA_annotation.gtf - - no-novel-juncs. The annotation file used consists of chrUn coordinates, which contain two sets of 18S and 28S rRNAs, extracted from the hg19 index (Kim et al. 2013).
69. The “accepted_hits.bam” for each sample are sorted using SAMtools and converted to “.BED” files using BEDtools (Heng et al. 2009; Quinlan and Hall 2010).
70. The third column of the “.BED” file represents the starting and ending positions (with respect to 5′- and 3′-ends) of each read, while the sixth column indicates sense or anti-sense. We counted the number of reads with 3′-end alignment for each position corresponding to 18S and 28S rRNA and generated a count table for each sample (only sense reads are taken, since the two rRNAs we aligned to the reference sequence were transcribed from the sense strand).
71. The count data files were then imported into DESeq2 for differential analysis per base position (Love et al. 2014).

### Alternative steps

This procedure should be performed between steps 21–22 and between steps 34–35 in the original standard protocol for low starting RNA material or for samples where rRNA has been depleted.

#### Oxidation

1. Dissolve the RNA pellet in 30 µL oxidation buffer (make sure the pellet is well resuspended) and add 10 µL of prepared NaIO_4_ solution. Mix well and incubate at room temperature protected from light for 45 min (briefly vortex and spin the reaction tube every 10 min to ensure proper resuspension of the pellet).
2. Add 10 µL sodium acetate and adjust the volume to 100 µL with nuclease-free H_2_O.
3. Perform ethanol precipitation (no wash needed).

#### β-Elimination

4. Add 50 µL of β-elimination buffer to dissolve the pellet. Within 5 min, try as much as possible to vortex, pipetting up and down, or inverting the tube to further resuspend the oxidized RNA.
5. Spin the tubes briefly and transfer samples into PCR strip tubes. (Tubes with individual caps are highly recommended to prevent cross-contamination, especially in later steps where control samples are handled alongside with oxidation samples.)
6. Using a thermal cycler, incubate at 45°C for 85 min.
7. Transfer samples into a new set of 1.5 mL Eppendorf tubes.
8. Ethanol precipitate and resuspend in 31 µL H_2_O as in the previous oxidation step. Dissolve thoroughly.
9. Transfer to PCR tubes.

#### Dephosphorylate 3′-ends

10. Prepare the following reaction:

**Table:** 

Components	Volume (µL)
RNA	31
CutSmart Buffer (10×)	4
rSAP (NEB)	4
RNaseOUT	1
11. Incubate at 37°C for 30 min. Stop reaction by heat-inactivation at 65°C for 5 min.
12. Phenol–chloroform extraction and ethanol precipitate (add 1 µL LPA) RNA into pellet.
13. Repeat alternative steps 1–12 as needed (may require optimization).
14. Continue to step 22 in the standard protocol.
15. The following steps to phosphorylate fragment 5′-end are required between steps 34 and 35 of the standard protocol because rSAP removes both 5′ and 3′ phosphates.
16. Ethanol precipitate reaction and resuspend with 29 µL H_2_O.

**Table:** 

Components	Volume (µL)
RNA	29
10× NEB PNK Buffer	4
10 mM ATP	4
T4 PNK	2
RNaseOUT	1
17. Prepare the following reaction:
18. Incubate at 37°C for 60 min.
19. Continue to step 35 in the standard protocol.

## SUPPLEMENTAL MATERIAL

Supplemental material is available for this article.

## Supplementary Material

Supplemental Material

# Supplementary material for: High-throughput and site-specific identification of 2′-O-methylation sites using ribose oxidation sequencing (RibOxi-seq)
**Source:** RNA. 2017 Aug;23(8):1303–14. doi: 10.1261/rna.061549.117
**Supplement:** Supplemental Material

High-throughput and site-specific identification of 2′-O-methylation sites using ribose oxidation sequencing (RibOxi-seq) — Supplemental Material 

# High-throughput and site-specific identification of 2′-*O*-methylation sites using ribose oxidation sequencing (RibOxi-seq)

## Supplemental Material

- Supplemental\_Material.docx

# Supplementary material for: High-throughput and site-specific identification of 2′-O-methylation sites using ribose oxidation sequencing (RibOxi-seq)
**Source:** RNA. 2017 Aug;23(8):1303–14. doi: 10.1261/rna.061549.117
**Supplement:** Supplemental Material

**Table S1**

Full list of 2’-O methylation sites within 18S and 28S rRNAs in PA1 cells determined by filtering DESeq2 analysis output (libraries sequenced on Illumina nextseq) using log2FC (>6) and adjusted p value (0.0001). 

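Supplemental Table S1 gives, for each site, the rRNA, the base and its position, the snoRNA assigned to it, and the log2 fold change and adjusted P-value of the authors' DESeq2 comparison. Of its known sites, 39 in 18S and 60 in 28S are marked as detected. Of the latter, 58 have a listed log2 fold change above 7 and 2 one at or below it, 28S G3743 and 28S C3807. In the comparison made here without a P-value threshold, 59 known 28S sites lay above 7. The authors' deposited table of the NextSeq comparison and DESeq2's Wald test with moderated fold changes, an alternative chosen after seeing the data, had log2 fold changes with a largest absolute difference of 0.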

Positions highlighted in blue are sites that are annotated but not detected using our method.

18S:

| chrUn coordinate | Base position | Base | snoRNAs | Novel? | Detected? | log2FC | adjusted p value |
| --- | --- | --- | --- | --- | --- | --- | --- |
| 109104 | 27 | A | U27 | no | yes | 17.92943 | 3.43E-36 |
| 109176 | 99 | A | U57 | no | yes | 12.66704 | 1.68E-191 |
| 109193 | 116 | U | U42A/B | no | yes | 12.43167 | 2.18E-69 |
| 109198 | 121 | U | mgh18S-121/Z17B | no | yes | 14.57216 | 3.9E-249 |
| 109236 | 159 | A | U45A/C | no | yes | 9.515039 | 6.76E-08 |
| 109243 | 166 | A | U44 | no | yes | 12.78353 | 3.81E-12 |
| 109249 | 172 | U | U45A/B | no | yes | 10.19354 | 1.51E-11 |
| 109251 | 174 | C | SNORD45C | no | yes | 11.79013 | 5.83E-73 |
| 109505 | 428 | U | HBII-202 | no | yes | 9.514961 | 5.07E-69 |
| 109513 | 436 | G | HBII-429 | no | yes | 7.66968 | 1.64E-45 |
| 109539 | 462 | C | U14A/B | no | yes | 12.0917 | 9.85E-34 |
| 109545 | 468 | A | SNORD83A/68 | no | yes | 12.55015 | 4.02E-50 |
| 109561 | 484 | A | U16 | no | yes | 11.59956 | 1.64E-25 |
| 109586 | 509 | G | HBII-95/B | no | yes | 7.985352 | 3.07E-10 |
| 109589 | 512 | A | HBII-234 | no | yes | 12.83362 | 1.98E-74 |
| 109594 | 517 | C | U56 | no | yes | 14.91788 | 2.85E-71 |
| 109653 | 576 | A | HBII-336 | no | yes | 13.86214 | 9.17E-81 |
| 109667 | 590 | A | U62A/B | no | yes | 10.33406 | 6.34E-10 |
| 109679 | 601 | G | HBII-251/U103/B | no | yes | 12.56987 | 1.75E-22 |
| 109704 | 627 | U | HBII-135 | no | yes | 9.429529 | 3.18E-12 |
| 109721 | 644 | G | U54 | no | yes | 12.67708 | 9.15E-18 |
| 109745 | 668 | A | U36A/B | no | yes | 11.75379 | 3.81E-16 |
| 109760 | 683 | G | HBII-108/B | no | yes | 14.08851 | 2.06E-51 |
| 109874 | 797 | C | ZL107/GGgCD20 | no | yes | 9.685468 | 2.90E-63 |
| 109876 | 799 | U | U105/B | no | yes | 10.46362 | 5.47E-06 |
| 109944 | 867 | G | HBII-419 | no | yes | 10.21481 | 2.95E-46 |
| 110108 | 1031 | A | U59A/B | no | yes | 7.713374 | 2.73E-05 |
| 110349 | 1272 | C | HBII-142 | no | yes | 7.509314 | 7.58E-14 |
| 110365 | 1288 | U | HBII-55 | no | yes | 12.14759 | 4.76E-68 |
| 110403 | 1326 | U | U33 | no | yes | 8.592145 | 4.66E-07 |
| 110405 | 1328 | G | U32A | no | yes | 8.730437 | 1.33E-06 |
| 110460 | 1383 | A | SNORD30 | no | yes | 11.30044 | 1.58E-19 |
| 110468 | 1391 | C | U28 | no | yes | 14.38748 | 2.14E-42 |
| 110519 | 1442 | U | U61 | no | yes | 8.874819 | 3.31E-11 |
| 110524 | 1447 | G | SNORD127 | no | yes | 11.02978 | 3.65E-119 |
| 110567 | 1490 | G | U25 | no | yes | 9.173948 | 4.75E-09 |
| 110745 | 1668 | U | Unknown | no | no |  |  |
| 110755 | 1678 | A | U82 | no | yes | 12.47255 | 5.01E-51 |
| 110780 | 1703 | C | U43 | no | yes | 11.16467 | 9.52E-40 |
| 110881 | 1804 | U | U20 | no | yes | 13.96577 | 2.07E-79 |

28S:

**Table S2**

Methylation site analysis using the same pipeline in a pilot experiment (low starting material, low sequencing reads) sequenced on Illumina MiSeq. After setting cutoffs of log2FC >7 and adjusted p value <0.0001 similar to what we did with the nextseq experiment, we still obtained more than 30 ‘novel’ sites with high significance values. However, this may likely be due to a lack of more thorough coverage in the control sample for accurate statistical calculations.

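Supplemental Table S2 and the authors' deposited table of MiSeq base calls hold the same 139 positions, with 34 known 18S sites, 54 known 28S sites and 51 positions not annotated. Of these 51, the comparison made here found 28 at a log2 fold change above 7 and an adjusted P-value under 0.05 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 82 of the 88 known sites. The lowest log2 fold change listed in the authors' deposited table of MiSeq base calls is 8.03.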

**Figure S1**

Visualization of digestion of a test oligo for confirmation whether Benzonase cleaves at 2’-O methylated bases. The 50-mer oligo was designed to have random phosphorythiolated DNA bases across its entire length except for the central 4 bases. The 4 bases highlighted in red are 2’-O methylated RNA bases.

Gel electrophoresis of digestion under the same conditions as described in the detailed protocol is shown below: If Benzonase were able to cleave at any of the 2’-O methylated bases, a band at ~25bp should appear. However, there is no detectable difference between reactions with or without Benzonase, indicating that Benzonase does not cut at 2’-O methylated bases.

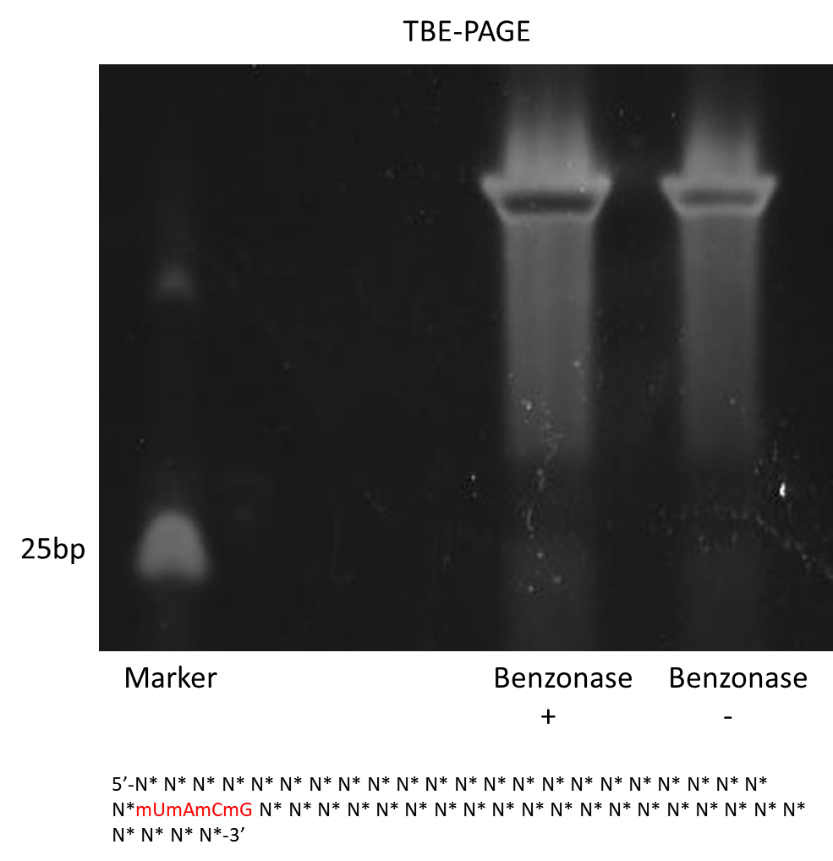

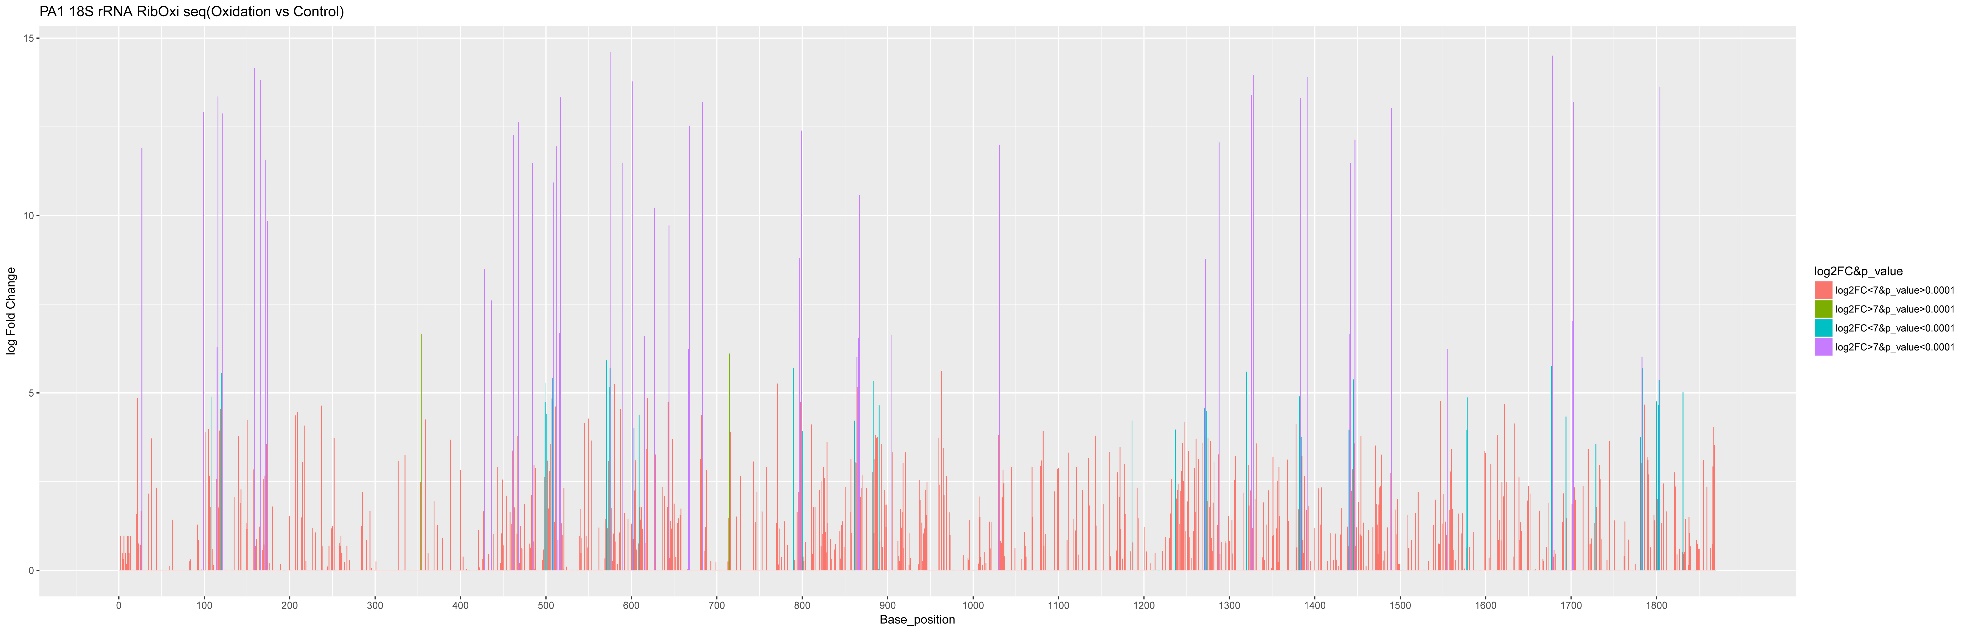

**Figure S2**

Plotting used the same data as shown in in Figure 4 but in bar plot style to indicate filtering choice. 

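At a log2 fold change above 8 in place of 7 and an adjusted P-value under 0.05, the NextSeq libraries gave 97 positions by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, of which 36 were known 18S sites, 58 known 28S sites and 3 not annotated. At a log2 fold change above 0, 203 positions had an adjusted P-value under 0.05 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, of which 99 were known sites.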

Color code is the same as described in Figure 4.

**Primer sequences for radioactive dNTP concentration dependent primer extension:**

LSU C1880 (positive control):

5’-ATGGCCACCGTCCTGCT-3’

SSU U1668 (not detected):

5’-ATCCGAGGGCCTCACTA-3’

LSU A3717 (Novel):

5’-GGCATTTGGCTACCTTA-3’

How the deposited data were processed for this re-analysis (not part of the article)

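RibOxi-seq counts of PA1 cells were examined in 10 libraries: 3 control and 3 oxidized libraries sequenced on the NextSeq, and 2 control and 2 oxidized libraries of a pilot sequenced on the MiSeq. The NextSeq libraries came from cells at passage 6 (replicates 1 and 2 of each group) and passage 4 (replicate 3 of each group), and the MiSeq libraries from cells at passage 7. The paper's protocol recommends technical replicates, and the labels do not say whether libraries of the same passage came from separate cultures. The SDs and P-values may therefore cover library preparation more than differences between cultures. For each library, the authors deposited a count per base position of 18S and 28S rRNA, which is the number of sense alignments with a 3′-end at that position, without normalization. The authors made these counts by trimming with cutadapt, collapsing PCR duplicates with an in-house script, aligning with TopHat2 to an annotation with 2 copies of 18S and 28S, and converting the alignments with SAMtools and BEDtools. Lines of the files that name no 18S or 28S position held 0 counts and were left out.

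The authors also deposited tables of their DESeq2 comparisons of oxidized with control libraries, which give a log2 fold change, its standard error, a p-value and an adjusted p-value per position, and lists of positions passing their thresholds. Values from these tables were used only for comparison with the values computed here. Known sites were taken from Supplemental Table S1, and matched by exact position.

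Low counts in the files gathered at 50 or just above: per library, exactly 50 counts were found at 31 to 713 positions, 51 to 60 counts at 50 to 392 and 40 to 49 counts at 0 to 5. Exactly 2 counts were found at 28 to 502 positions, and only 11.0% to 39.6% of the positions with counts hold a multiple of 50, so smaller amounts are added to the steps. The total counts exceed the sequencer output that the paper states for the control libraries (44061905 and 30392418 counts in the MiSeq ones), so a count is not a read. Where reads are mentioned, a read is taken to stand for about 50 counts, an assumption on which every number of reads rests. At the strongest sites it gives more reads than the 4096 possible randomers would leave after collapsing, so it stays in doubt. The paper's text does not say why. Positions were checked against hg19 (GRCh37), which holds 2 copies of each rRNA on the contig used, and reads from either copy cannot be separated.

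The comparison of oxidized with control libraries used edgeR 4.0.16 in R 4.3.3: TMM normalization, positions with at least 1 count in any library of the experiment, the quasi-likelihood test, and Benjamini-Hochberg adjustment over all positions of 18S and 28S. The thresholds were those of the paper, a log2 fold change above 7 (6 when relaxed) and an adjusted p-value under 0.0001. The NextSeq and MiSeq libraries were fitted separately. Standard errors given with edgeR's log2 fold changes are the absolute log2 fold change over the square root of the quasi-likelihood F statistic. They are approximate and were not estimated by the fit itself. Alternatives set before the data were examined were DESeq2's Wald test (DESeq2 1.42.0), edgeR's likelihood ratio test, other normalizations (RLE size factors, TMMwsp and library totals only), filters on low counts (at least 10 counts summed over the libraries, and filterByExpr), a prior count of 2, robust dispersion, 18S and 28S fitted separately, the replicate number as a block, the passage as a covariate, an adjusted p-value under 0.05, a log2 fold change above 8, a match to known sites within 1 nt, and leaving out each library in turn. Alternatives chosen after seeing the data were counts divided by 50 and rounded, with edgeR and with DESeq2, DESeq2 with moderated fold changes, no adjusted p-value threshold, and DESeq2's Wald test with a match within 1 nt.

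The tests were run first on simulated data with 200 positions raised by known folds, at the mean control shares of the real positions and the real library totals. With single counts and a dispersion of 0.05, the quasi-likelihood test recovered 100% of them for the NextSeq design among 6715 positions and 99.5% for the MiSeq design among 6612, at an adjusted p-value under 0.0001. With a dispersion of 0.5, it recovered 93.5% among 6716 positions and 87.5% among 6608. The common dispersion fitted to the real NextSeq libraries, 1.46, lay above both, so recovery at that spread was not simulated. With counts in steps of 50 and a dispersion of 0.05, it recovered 74% for the NextSeq design among 6680 positions. In the MiSeq design with such steps neither edgeR's quasi-likelihood test nor DESeq2 recovered any at that threshold among 6384 positions, where the simulated unchanged positions had a median log2 fold change of -12.05, unlike the real libraries.

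The control gap is the count at a position over the median count of the 10 positions on each side that are not known sites, compared with 10000 random lists of positions. Thinned libraries were drawn at random (binomial) from the whole steps of 50 in each count. The positions named are those that the paper's text, Table 1 or the upper enlarged view of Fig. 4 name, the known sites that Supplemental Table S1 does not mark as detected or marks with a log2 fold change of at most 7, and the 5 known sites with the largest and the 5 with the smallest log2 fold change in the NextSeq libraries. Labels of the lower enlarged view of Fig. 4 were left out of the alternatives, and only 5 positions (28S A3717, U4226, G4227, U4497 and G4498) were followed through the alternatives in the MiSeq libraries, a limit set after the first results were seen. Positions named besides these were chosen after their values were seen.

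The pairing of snoRNAs was searched in the hg19 sequence of the snoRNA that Supplemental Table S1 names for a site: at least 8 bases of contiguous Watson-Crick pairing within 15 nt of the site, ending at most 3 nt before a CUGA box with up to 1 mismatch, with base 5 counted from the box. This rule was set after the values of a stricter rule were seen. A sequence was found for 71 known sites. Other work used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9. Intervals and limits cover counting error only. The primer extension experiments of Fig. 5 were not analysed here.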

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

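The tests described here were chosen after the results were seen. Outside the positions that the paper lists, 4 positions had an adjusted P-value under 0.05 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment together with a higher share of counts in every oxidized than in every control NextSeq library, and no further position outside the paper's list had such a share. They are signals at positions that the paper does not discuss, above the level of the control libraries. Over all positions, 1.6% are higher in every oxidized library. The 5% that chance alone gives is no reference, since known sites take most of the oxidized counts and lower the share of the others. The log2 fold changes were 5.44 at 28S C4927, 5.42 at 18S U1803, 4.75 at 28S G2810 and 4.29 at 18S C1802, each below the paper's thresholds. By the paper's protocol, only the oxidized samples went through β-elimination, which removes the terminal base, and phosphate removal. They also started from a larger amount of fragmented RNA. The log2 fold change covers these differences together with the oxidation. The NextSeq libraries also differ in passage, which splits the oxidized and the control libraries alike. No biological explanation was tested, methylation at the position included.

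28S C4927 had 5150, 5000 and 1200 counts in control replicates 1, 2 and 3 and 1700, 2450 and 2150 in oxidized replicates 1, 2 and 3, which is 49.6 ± 29.5 and 162 ± 35.7 CPM (SD, n = 3). Its adjusted P-value was 0.0359 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Over 21 alternatives the log2 fold change ranged from 1.70 to 5.86, and from 4.92 to 5.86 with 1 library left out. A few positions taking most of the oxidized counts cannot be the whole cause, since the log2 fold change was still 1.70 with library totals only. Read ends a few bases off a known site are argued against by the distance of 291 nt to the nearest one. A low level of methylation may remain as an explanation and was not tested, and the control counts at 28S C4927 were 0.844, 0.806 and 0.327 of the median of their neighbours, with no gap in control replicates 1 and 2 like that of most known sites.

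18S U1803 and 18S C1802 lie 1 and 2 nt upstream of the known site 18S U1804, the position with most oxidized counts. Their oxidized counts were 0.472% ± 0.021 and 0.443% ± 0.015 (SD, n = 3) of those at 18S U1804. Of 72 other strong known sites, 30 had as large a percentage 1 nt upstream, and of 66 others, 24 had as large a percentage 2 nt upstream. Read ends a few bases off 18S U1804 may therefore account for both, at a level that other strong sites also show. With library totals only, the log2 fold changes were 1.58 and 0.55.

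28S G2810 lies 4 nt upstream of the known site 28S A2814, and its oxidized counts were 0.823% ± 0.21 (SD, n = 3) of those there. Of 73 other strong known sites, 9 had as large a percentage at that distance, against a median of 0.192%. Read ends off the known site may account for it, and neither that nor a low level of methylation is excluded. With library totals only, 28S G2810 had 0.81.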

How the results depend on the processing

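At a log2 fold change above 7 and an adjusted P-value under 0.0001, the quasi-likelihood test found 0 positions in the NextSeq and 0 in the MiSeq libraries. Both counts stayed at 0 under RLE size factors, TMMwsp, library totals only, both filters on low counts, a prior count of 2, robust dispersion, separate fits of 18S and 28S, and a log2 fold change above 8. At an unadjusted P-value under 0.05, 105 NextSeq and 168 MiSeq positions lay above 7.

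Other tests and thresholds gave positions. For the NextSeq libraries the counts were 99 with DESeq2's Wald test (38 known 18S sites, 58 known 28S sites, 3 not annotated, 8 when relaxed), 97 with edgeR's likelihood ratio test (34, 57, 6 and 8), and 103 at an adjusted P-value under 0.05 (38, 59, 6 and 8). For the MiSeq libraries they were 156 with DESeq2's Wald test (36 known 18S sites, 49 known 28S sites, 71 not annotated), 134 with the likelihood ratio test (33, 47 and 54), and 157 at an adjusted P-value under 0.05 (36, 50 and 71). A looser threshold admits more positions by construction. Beyond what is tested under the other observations, the cause of the difference between tests was not tested.

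Alternatives chosen after seeing the data gave the following. Counts divided by 50 and rounded left the NextSeq count at 0 and gave 121 MiSeq positions (35 known 18S sites, 51 known 28S sites, 35 not annotated). DESeq2 on those counts gave 100 NextSeq positions (39, 58 and 3, with 6 when relaxed) and 128 MiSeq positions (35, 51 and 42). DESeq2 with moderated fold changes gave 98 (38, 57 and 3, with 8 when relaxed) and 148 (36, 49 and 63). Without an adjusted P-value threshold there were 105 (39, 59 and 7, with 10 when relaxed) and 178 (36, 52 and 90). DESeq2's Wald test with a match to known sites within 1 nt gave 38, 59 and 3 (6 when relaxed), and 36, 52 and 60.

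Leaving out 1 NextSeq library gave from 0 to 30 positions over 6 fits. Without control replicate 2 there were 30 positions (13 known 18S sites and 17 known 28S sites), without control replicate 3 there were 13 (2 known 18S sites and 11 known 28S sites), and without any of the other 4 libraries 0. No position that is not annotated was found in these fits, at either threshold of the log2 fold change. Over the fits, known 18S sites ranged from 0 to 13 and known 28S sites from 0 to 17. For the MiSeq libraries, leaving out 1 library leaves 1 in its group, and no positions were called.

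The deviations of same-numbered libraries from their group means had correlations of -0.021 to 0.029 in the NextSeq libraries and -0.011 in the MiSeq libraries. Shared deviations by replicate number were thus not seen, which cannot exclude a pairing. Replicate 3 of both NextSeq groups shares its passage, and the paper's protocol takes control and oxidized RNA from a common fragmented pool. With the replicate block, the count of positions found was 0 in both experiments, and the log2 fold change of 28S A3717 was 12.76. The passage covariate separates the same libraries as replicate 3, and also gave 0 positions.

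The log2 fold changes of 30 positions were followed through 540 combinations of position and alternative set before the data were examined in the NextSeq libraries. Of these, 483 kept their direction and their side of the adjusted P-value threshold of 0.0001, 55 passed it only under the alternative, and 2 reversed. Since no position passed it in the comparison as set, staying on the same side says little about stability. Of the 540 log2 fold changes, 23 fell from above 7 to 7 or below and 8 rose above 7. Library totals only moved 9 of 20 positions below 7, among them 28S A1322 (3.98), 28S A3717 (6.46) and 28S U4226 (6.01). The reversed values are -0.75 for 28S A2362 with library totals only, where the log2 fold changes of all positions shift by the normalization (median -6.26 in place of -2.25), and 0.22 for 28S G3719 without oxidized replicate 1, against -0.34 with all libraries and down to -0.73 with another library left out. In the MiSeq libraries, of 73 combinations for 5 positions, 65 stayed, 4 passed the threshold, 3 moved by more than their standard error and 1 reversed. The moved ones left 1 control library: 10.76 for 28S U4497 and 18.65 for 28S G4498 without control replicate 1, and 17.23 for 28S G4227 without control replicate 2, the only control library with a count there. The reversed one is -6.89 for 28S U4497 without oxidized replicate 1, the only oxidized library with a count there. With DESeq2 on counts divided by 50, chosen after seeing the data, 28S U4226 had 3.22 in place of -6.91 in the MiSeq libraries, where oxidized libraries have 0 counts and the value has no meaning as a fold.

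Library totals only also changed the split of positions with an adjusted P-value under 0.05 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment: 2.1% of them were higher in oxidized libraries, against 13.9% with TMM. Among as many top positions by oxidized share as there are known sites, the known sites numbered 89 in the NextSeq libraries (79 to 99 over the alternatives, 89 with each library left out) and 70 in the MiSeq libraries, with 69 to 71 when 1 library was left out. By the count over the median of 10 neighbours on each side, the MiSeq number was 42, and the cause was not tested. The mean control gap of the NextSeq libraries was 0.169, from 0.0877 without control replicate 3 to 0.216 without control replicate 1. In the MiSeq libraries it was 0.0481, from 0.0386 to 0.0575 with 1 library left out, and 0.0303 against the mean of the neighbours, which lies above their median where a few positions hold high counts.

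In the MiSeq libraries, 32 of the 71 positions found that are not annotated had at most 150 counts, or 3 reads, in both oxidized libraries. With the NextSeq reads thinned to 2%, the known sites found by the quasi-likelihood test at an adjusted P-value under 0.05 fell from 92 to a median of 27.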

Differences from the paper's values

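The counts compared here are those at a log2 fold change above 7 and an adjusted P-value under 0.0001. In the NextSeq libraries, the number of known 18S sites was 0 against the paper's 39. Of 21 alternatives set before the data were examined, 3 gave a number within 1.5 times the paper's: DESeq2's Wald test (38), edgeR's likelihood ratio test (34) and an adjusted P-value under 0.05 (38), and the other 18 did not. The number of known 28S sites was 0 against the paper's 60, with the same 3 alternatives within 1.5 times (58, 57 and 59) and the other 18 outside. Of the alternatives chosen after seeing the values, DESeq2 on counts divided by 50 (39 and 58), DESeq2 with moderated fold changes (38 and 57), no adjusted P-value threshold (39 and 59) and DESeq2 with a match within 1 nt (38 and 59) were also within 1.5 times.

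The number of NextSeq positions not annotated was 0 against the paper's 3. Of 21 alternatives set before the data were examined, DESeq2's Wald test gave 3, and the other 20 were outside 1.5 times the paper's number, with 6 by the likelihood ratio test and 6 at an adjusted P-value under 0.05. Of those chosen after seeing the values, DESeq2 on counts divided by 50, DESeq2 with moderated fold changes and DESeq2 with a match within 1 nt also gave 3. With the relaxed threshold the number was 0 against the paper's 8. Of 20 alternatives set before the data were examined, DESeq2's Wald test, the likelihood ratio test and an adjusted P-value under 0.05 gave 8 each, and the other 17 were outside. Of those chosen after seeing the values, DESeq2 with moderated fold changes gave 8, while DESeq2 on counts divided by 50 gave 6, DESeq2 with a match within 1 nt 6 and no adjusted P-value threshold 10.

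In the MiSeq libraries, the number of known 18S sites was 0 against the paper's 36, and that of known 28S sites was 0 against the paper's 54. Of 14 alternatives set before the data were examined, DESeq2's Wald test (36 and 49), the likelihood ratio test (33 and 47) and an adjusted P-value under 0.05 (36 and 50) were within 1.5 times, and the other 11 were not. Of those chosen after seeing the values, counts divided by 50 with edgeR (35 and 51) and with DESeq2 (35 and 51), DESeq2 with moderated fold changes (36 and 49), no adjusted P-value threshold (36 and 52) and DESeq2 with a match within 1 nt (36 and 52) were within 1.5 times. The number of positions not annotated was 0 against the paper's more than 30. Of the 14 alternatives set before the data were examined, DESeq2's Wald test (71), the likelihood ratio test (54) and an adjusted P-value under 0.05 (71) gave more than 30, as the paper states, though none came within 1.5 times of 30 itself. These 3 were within 1.5 times of the 51 such positions in the authors' deposited table of MiSeq positions, and the other 11 were not. Of those chosen after seeing the values, counts divided by 50 gave 35 with edgeR and 42 with DESeq2, DESeq2 with moderated fold changes 63 and DESeq2 with a match within 1 nt 60, each within 1.5 times of the 51, and no adjusted P-value threshold gave 90.

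Further statements of the paper differ from the values here. The paper counts 60 known 28S sites above a log2 fold change of 7, while Supplemental Table S1, which its caption gives as filtered above 6, has 58 above 7 and 2 at or below it. The authors' deposited table of stringent NextSeq positions lists 58 known 28S sites and 39 known 18S sites. The paper gives 93.3% as the share of known sites among its positions, while the sites it marks as detected are 93.4% of all known sites and 97.1% of themselves and 3 more positions. The caption of Supplemental Table S2 gives a log2 fold change threshold of 7, while the lowest log2 fold change in the authors' deposited table of MiSeq positions is 8.03 and the table holds 34 known 18S sites. In the authors' deposited table of the MiSeq comparison, 41 positions with 0 counts in all 4 MiSeq libraries have a log2 fold change, and 10 positions with counts have none. Table 1 lists another base than the reference at 28S A1324 (A1324C, listed base first, positions counted from 0 at the first base of 28S). The paper states that U4497 was not seen. It had 600 counts in each oxidized library and a log2 fold change of 5.16, below the thresholds.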

Other observations

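Of the tests below, those on low depth, distance to known sites, randomers, internal priming and other splits of the 6 libraries at the threshold of 0.0001 were chosen before the results were seen, and the others after.

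No NextSeq position passed an adjusted P-value of 0.0001 with the quasi-likelihood test. Counts in steps of 50 are not the whole cause, since dividing by 50 still gave 0 positions, with 2605 positions at an unadjusted P-value under 0.05 before dividing. Control replicate 3 alone is not the cause either, since without control replicate 2, and with control replicate 3 kept, 30 positions passed. edgeR's likelihood ratio test, which makes no allowance for an uncertain spread, gave 97, so that this allowance may be the reason, with 2.79 prior degrees of freedom for the spread in the fit. For the MiSeq libraries, dividing by 50 gave 121 positions in place of 0, and the likelihood ratio test on undivided counts gave 134. The prior degrees of freedom there were 1.77 and became infinite on dividing, so the steps of 50 and the allowance may act together, and neither is singled out. With control replicate 1 left out and the counts divided by 50, 96 NextSeq positions passed, with control replicate 2 left out 97, and with control replicate 3 left out 105.

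All 10 splits of the 6 NextSeq libraries into groups of 3, the real split included, gave 0 positions at an adjusted P-value under 0.0001, so the splits cannot be told apart at this threshold. At an adjusted P-value under 0.05, 1 of the 10 splits, the real one, gave as many positions as it did, with 103 higher and 1117 lower beyond a log2 fold change of 7 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and every other split gave 0. The share of 1 in 10 is the smallest that 3 libraries against 3 allow, so the splits alone cannot settle whether a chance division gives as much. Other values argue against one: known sites, listed from earlier work, held at least 94.77% of the counts in each oxidized and at most 0.73% in each control NextSeq library. In the separate MiSeq libraries they held at least 59.2% against 0.17%.

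NextSeq control replicate 3 differed from control replicates 1 and 2. Its log2 ratio to them had a median of 1.93 at known sites and 0.92 at other positions, and A and U took 51.3% of its counts outside known sites, against 21.1% in each of the others. The oxidized NextSeq libraries had 55.6%, 54.9% and 55.3%, and the MiSeq control libraries 37.4% and 37.8%, so in its end bases control replicate 3 is closer to the oxidized libraries than to the other control libraries. Oxidized material in that library is argued against: the excess at known sites would need 0.38% of oxidized material, which predicts 102416 counts at 18S U1804, where 8987 were found, fewer than the 15491 and 20187 in control replicates 1 and 2. Across known sites, the ratio and the oxidized share had a Spearman's rho of -0.1. Control replicate 3 comes from cells at passage 4, as does oxidized replicate 3, and passage, preparation and sequence preference of the digestion were not tested.

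The pilot found 71 positions that are not annotated at a log2 fold change above 7 and an adjusted P-value under 0.05, against 6 in the NextSeq libraries. A low total of reads is argued against as the whole cause. NextSeq replicates 1 and 2 thinned to the MiSeq reads gave a median of 2 such positions, at most 4 in 10 draws, where the MiSeq reads gave 45. The thinning did not match the oxidized reads at positions not annotated, so low counts at the positions themselves stay open. Of the 71 positions, 76.1% had at most 50 counts in both control libraries, against 41.9% of the known sites found the same way. Priming inside the rRNA is argued against: the 6 bases downstream of the positions matched the linker at a mean of 1.58 bases, against 1.51 for all positions not annotated (one-sided permutation test, p = 0.31, 10000 random draws). Read ends a few bases off known sites may account for a part, since 26.8% of the positions lie within 3 nt of a known site against 8.1% of all positions not annotated (one-sided permutation test, p = 1e-04, the smallest that 10000 draws can give). That p-value takes positions as independent and is too small, since some lie side by side, as among the 10 between 28S A3798 and 28S G3814. For the 52 positions farther from known sites no explanation was singled out. Besides low counts at the positions, a difference in background between the libraries stays open, as known sites held 59.2% and 59.3% of oxidized MiSeq counts.

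Saturation of the 6-base randomers would hold the reads of strong sites near the number of possible randomers. At 50 counts per read, the highest position had 73852 to 81100 reads in the oxidized NextSeq libraries, and 8 positions were above that number in all 3, which argues against such a limit.

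28S U4226 had no reads in the oxidized MiSeq libraries. Too few reads are argued against, since 38.2 were expected from G4227 and the NextSeq ratio (Fisher's exact test, p = 2.54e-13, comparing these libraries). In a fit with both experiments, the difference between the log2 fold changes, MiSeq less NextSeq, had an adjusted P-value under 0.05 at 552 of 6732 positions (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), 18 of them known sites. At 28S U4226 the adjusted P-value was 0.0469, and at 18S U1555, with a difference of -6.74 (standard error 1.02), it was 0.0130 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). 18S U1555 had 38062 and 14168 counts in control and 436 and 587 in oxidized MiSeq libraries. 28S A1323 had 0 counts in both oxidized MiSeq libraries. With the counts divided by 50, an alternative chosen after seeing the data, 177 of 6720 positions and 6 known sites remained under 0.05 in that fit, with adjusted P-values of 0.0215 at 18S U1555, 0.143 at 28S A1323 and 0.223 at 28S U4226 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). So the difference at 28S U4226 depends on the unit of the counts in this fit. The experiments differ in passage, input and sequencer together, so the reason was not tested.

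28S A3717 is high in oxidized libraries, while the known site 28S G3719, listed for U37, is not. A candidate explanation is that the U37 site is listed 2 nt off, which was tested with the pairing rule of box C/D snoRNAs, under which base 5 of the pairing from the box is methylated. Of 64 known sites with such a pairing, 56, or 87.5%, have base 5 at the listed position. For SNORD37, base 5 is 28S A3717, at -2 nt from the listed site. Of the 8 sites with base 5 elsewhere, 28S G3719 included, 5 point to another listed site and 1, 28S C3868, to a position 10 nt away. The last is 28S U4043, listed for U102, where base 5 of the SNORD102 pairing is 28S G4041, also at -2 nt. These sites, A3719G and G4043U, are the only known sites whose listed base differs from the reference. The listed base stands at several nearby positions, at -1 nt as well as at -2 nt, so it does not single out either. 28S G4041 had 350, 550 and 104 counts in oxidized replicates 1, 2 and 3 of the NextSeq libraries, where 28S U4043 had 0 in each. Its log2 fold change was 5.72 (standard error 2.34, adjusted P = 0.12 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), short of the thresholds, and control replicate 3 had 2456 counts. It was 1.45 in the MiSeq libraries. So the numbering may explain 28S A3717. At 28S G4041 a raised signal was not established, so whether the numbering explains its counts cannot be told. The pairing rule was set after values of a stricter rule were seen. Under that stricter rule, fewer sites had a pairing and a lower share of them had base 5 at the listed position. The SNORD88B pairing has no box next to it.

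Of the 8 positions of Table 1, 5 lie within 3 nt of a known site. Oxidized counts at 28S A1322 and 28S A1324 were 2.29% and 10.1% of those at the known site 28S A1325, and 1 of 72 other strong known sites had as large a percentage at the same distance, so that read ends a few bases off 28S A1325 may account for them, at a level few other sites reach. The 11.9% at 28S A1323 lay above the highest of 66 other sites, 5.15%, which argues against read ends as its whole cause. 28S G3885 had 3.71% of the counts at 28S C3886, and 3 of 72 other sites had as much, so that read ends a base off may account for it. Methylation at these positions stays open.

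The control gap of single positions was compared with that of the known sites, as values only. Among known sites not marked as detected, the control count over the median of the neighbours in control replicate 1 was 0.0324 at 28S G1521, 0.0332 at 28S A2362 and 0.0317 at 28S U4497, at or below the median of 0.075 over the known sites. In control replicate 2 these were 0, 0.0255 and 0.0283, against a median of 0.101. In control replicate 3 these were 0.704, 0.356 and 0.215, against a median of 0.332. It was 0.687 at 18S U1668, 0.63 at 28S G3719 and 1.13 at 28S C2291, and 1.52 at 28S U4043, where the neighbours had a median of 100 counts, and in control replicate 3 these 4 were 0.59, 0.873, 1.79 and 0.77. Among the positions of Table 1, it was 0.0128 at 18S U354, 0.0191 at 28S A3717, 0.0641 at 28S A1322, 0.209 at 18S U1555 and 0.345 at 28S G3885. It was 1.51 at 18S A904, 2.87 at 28S A1323 and 2.77 at 28S A1324. In control replicate 3 the values were 0.552 at 18S U354, 0.671 at 28S A3717, 0.35 at 28S A1322, 0.862 at 18S U1555 and 1.08 at 28S G3885, and 3.33 at 18S A904, 0.57 at 28S A1323 and 0.666 at 28S A1324. In control replicate 2 they were 0.0231 at 18S U354, 0.037 at 28S A3717, 0.0974 at 28S A1322, 0.253 at 18S U1555 and 0.266 at 28S G3885. There 18S A904 had 1.43, 28S A1323 6.34 and 28S A1324 5.37. So the low values of control replicates 1 and 2 among the positions of Table 1 were not found to the same extent in control replicate 3. The median over the known sites was also higher in control replicate 3.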
